# Metabolite and transcriptome analysis during fasting suggest a role for the p53-Ddit4 axis in major metabolic tissues

**DOI:** 10.1186/1471-2164-14-758

**Published:** 2013-11-05

**Authors:** Michael Schupp, Fang Chen, Erika R Briggs, Shilpa Rao, Helmut J Pelzmann, Ariane R Pessentheiner, Juliane G Bogner-Strauss, Mitchell A Lazar, Don Baldwin, Andreas Prokesch

**Keywords:** Fasting, Starvation, Nutrient deprivation, Adipose tissue, p53 signaling, Ddit4, Lipolysis

## Abstract

**Background:**

Fasting induces specific molecular and metabolic adaptions in most organisms. In biomedical research fasting is used in metabolic studies to synchronize nutritional states of study subjects. Because there is a lack of standardization for this procedure, we need a deeper understanding of the dynamics and the molecular mechanisms in fasting.

**Results:**

We investigated the dynamic changes of liver gene expression and serum parameters of mice at several time points during a 48 hour fasting experiment and then focused on the global gene expression changes in epididymal white adipose tissue (WAT) as well as on pathways common to WAT, liver, and skeletal muscle. This approach produced several intriguing insights: (i) rather than a sequential activation of biochemical pathways in fasted liver, as current knowledge dictates, our data indicates a concerted parallel response; (ii) this first characterization of the transcriptome signature of WAT of fasted mice reveals a remarkable activation of components of the transcription apparatus; (iii) most importantly, our bioinformatic analyses indicate p53 as central node in the regulation of fasting in major metabolic tissues; and (iv) forced expression of Ddit4, a fasting-regulated p53 target gene, is sufficient to augment lipolysis in cultured adipocytes.

**Conclusions:**

In summary, this combination of focused and global profiling approaches provides a comprehensive molecular characterization of the processes operating during fasting in mice and suggests a role for p53, and its downstream target Ddit4, as novel components in the transcriptional response to food deprivation.

## Background

Fasting processes are evolutionarily highly conserved adaptive responses to food deprivation in all organisms. Mammals follow a day/night pattern that includes a daily resting period during which the body is in a fasted state and must adapt to the lack of nutrient intake by changing the metabolic state in several organs and at the systemic level. When deprived of dietary nutrients, the body initially derives glucose from glycogen stores, which are quickly depleted [1]. If fasting continues, peripheral organs switch from glucose to fatty acids as the primary energy source. These fatty acids are mainly supplied from adipose tissue stores where they are released from triglyceride droplets by the process of lipolysis [2]. However, the brain is not equipped to derive energy from fatty acids, but uninterrupted maintenance of its function is essential to organismal survival. Hence, the perhaps most astounding metabolic change in fasting is the massive increase in the hepatic production of ketone bodies, which the brain can use as a secondary energy source [3]. The emergence of biochemical pathways that produce and then utilize ketone bodies is believed to be a major selective force in the evolutionary history of Homo sapiens and this adaptive process, along with others, enables human adults to survive for more than two months without food intake [1]. While this is crucial for survival of millions in poor, under-developed countries, Western societies are facing a pandemic of obesity with more than one third of the population being obese in countries like the United States of America [4]. In this context, fasting is still one of the most efficient weight loss measures and therefore a valuable therapeutic tool for the management of obesity [5]. Indeed, caloric restriction and alternate-day fasting have both been shown to increase longevity [6] and reduce metabolic risk factors [7]. Further, a ketogenic state as in fasting can also be elicited by low-carbohydrate diets which are among the most efficient weight loss programs [8] and are also used in clinical settings to treat forms of epilepsy [9]. For these reasons it is imperative to add to the current knowledge about the molecular underpinnings and the systemic consequences of fasting.

In experimental animals, fasting is frequently used in studies where nutritional states need to be synchronized in order to keep biological variation (introduced by varying patterns of food intake) minimal and, thereby, to provide a steady baseline for all measured parameters. The major problem with this approach is that there is no standard protocol that the research community adheres to and studies report fasting regimes in a wide range (from a few hours to days) and with different day-time starting points, often disregarding the intricate circadian regulation on the organ and the systemic level [10]. Consequently, a systematic meta-study identified fasting as one of the main sources of variation between different transcriptomic studies [11]. Hence, to estimate the impact on measured experimental parameters when animals are fasted, a deeper understanding of this process is needed. For instance, whereas the fasting response of several mouse tissues (liver, brain, gut, muscle, kidney) has been investigated at the transcriptome [12,13] and proteome [14] level, a comprehensive view on gene regulation in white adipose tissue of fasted mice is still missing.

In this work we investigated the dynamic and circadian responses to a fasting stimulus by measuring serum parameters and liver gene expression in fasted mice at several time points. Moreover, we measured the global transcriptome response to fasting in white adipose tissue, liver, and skeletal muscle utilizing microarray technology followed by a host of bioinformatic analyses. Interesting outcomes from the fasted adipose tissue data include a strong enrichment of upregulated genes coding for proteins that regulate transcription as well as apoptosis-related genes. A major finding is the identification of the p53 signaling pathway as a common mediator of the fasting response in all three investigated tissues. Driven by these results we focused on the p53-target gene Ddit4, which was upregulated by fasting in all three tissues. Our experiments showed that, in cultured adipocytes, Ddit4 is inducible by p53 activation and its ectopic expression is sufficient to augment lipolysis. Therefore we describe a new molecular component in the fasting-response downstream of p53.

## Results and discussion

### Kinetics of serum parameters and liver gene expression in mice during a 48 hour fasting period

Despite a considerable amount of knowledge about the mechanisms of fasting response in different organisms (e.g. [1,12]), its exact timing, especially at time points earlier than 12 hours, is still unclear. To assess the timely fasting response of serum metabolites we measured blood glucose, non-esterified fatty acids (NEFA), glycerol, and β-hydroxybutyrate, as well as the hormones insulin and corticosterone, at the start of the experiment and at five time points during a 48 hour period (0, 3, 6, 12, 24 and 48 hours) both in fasted and in control (i.e. ad-libitum fed) male C57Bl/6 J mice. The experiment was started at the beginning of the light cycle (9 a.m.) when mice are in their inactive phase. For these time points we determined body weight and weight changes within each group (Table 1) and measured the expression of genes in pathways central to the fasting response in liver, which is considered the main organ for maintaining systemic energy homeostasis.

**Table 1:** Weight changes of study animals

		**Absolute weight [g]**		**Weight change to initial weight within groups [g]**	
**ZT**		**Fed (n = 5)**	**Fasted (n = 5)**	**Fed (n = 5)**	**Fasted (n = 5)**
2	0 h	26.7 ± 0.6	-	−0.21 ± 0.62	-
5	3 h	28 ± 0.74	26.2 ± 0.65	−0.13 ± 0.14	−2.13 ± 0.2
8	6 h	25.5 ± 1.73	28 ± 0.68	−1.14 ± 0.11	−2.26 ± 0.19
14	12 h	26.8 ± 0.93	24.8 ± 0.57	−1.09 ± 0.15	−2.96 ± 0.14**
26	24 h	25.1 ± 0.69	22.9 ± 0.33	−0.48 ± 0.15	−3.5 ± 0.14**
50	48 h	26.9 ± 0.44	22 ± 0.55***	−0.66 ± 0.29	−5.9 ± 0.42***

Significant differences were determined with a 2-way ANOVA followed by a Bonferroni posttest to determine significance for each time point (in bold: **p < 0.01; ***p < 0.001). ZT: zeitgeber time (hours).

### Immediate upregulation of hepatic gluconeogenesis by fasting

A well-known and essential transcriptional response to fasting is the upregulation of *Pck1* and *G6pc* mRNAs [15-17]. Pck1 (all gene names referring to mRNA transcripts in this article are in italic and given according to the unique NCBI gene symbol nomenclature; full names can be found in the abbreviations list) participates in controlling the flux into the gluconeogenesis (GNG) pathway, while G6pc catalyzes the last step in this pathway converting glucose-6-phosphate to glucose. Activation of liver GNG is essential in times of undernutrition to provide the brain with glucose, its primary energy source. We found that this upregulation occurs already after 3 hours fasting and continues, at least in case of *Pck1* mRNA, throughout 48 hours of fasting (Figure 1A top row). Further, we measured continuous upregulation of *Pcx* as well as *Gyk* (Figure 1A top row). Pcx converts pyruvate to oxaloacetate, which in turn serves as substrate for Pck1. Gyk, which has already been shown to be upregulated by fasting in a Ppara-dependent manner [18], catalyzes the first step in the glycerol phosphate shuttle which utilizes glycerol released from triglyceride stores to be converted into lipids or shunted into the GNG pathway. In accordance with the early upregulation of gluconeogenic genes, serum levels of corticosterone (glucocorticoids are known as positive regulators of hepatic GNG by regulating Pck1 and G6pc levels via the glucocorticoid receptor [19,20]) rose immediately after onset of fasting, showing >4-fold higher levels later in the fasting period (Figure 1A bottom row). However, during the first 6 hours of fasting, blood glucose levels are similar in fasted and control-fed mice despite an immediate drop in serum insulin in fasted mice (Figure 1A bottom row). This might be explained by an early activation of glycogenolysis in the major glucose storing tissues (i.e. muscle and liver [21]). After 12 hours, glycogen stores seem to be depleted and serum glucose levels are significantly lower in fasted mice, suggesting that liver GNG is compensating only partly for the lack of dietary glucose by keeping blood glucose levels around 100 mg/dl (Figure 1A bottom row). Hence, our data on the expression profiles of gluconeogenic genes show an immediate upregulation of hepatic GNG 3 to 6 hours after food withdrawal, despite a delayed reduction of serum glucose levels.

**Figure 1:**
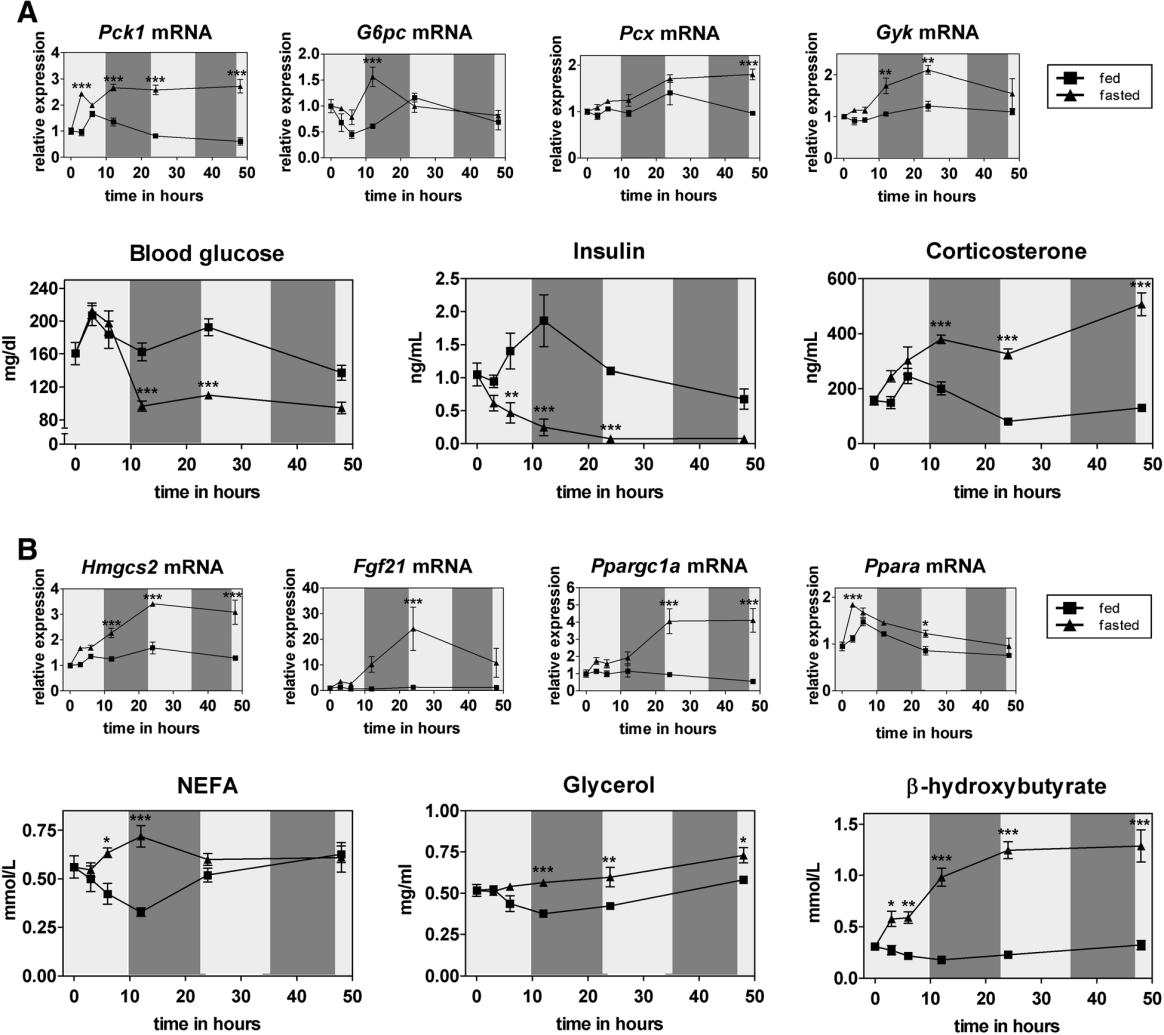
**Kinetics of selected metabolites/hormones and expression of liver genes during a 48 hour fasting period. (A)** and **(B)** Serum parameters and liver mRNA levels were measured in 10–12 weeks old fasted and ad-libitum fed male C57Bl/6 J mice at several time points (each n = 5). Shading indicates light or dark cycle. Relative expression values from qPCR measurements were normalized to 36b4 expression and the values for time point 0 were set to 1. Significance was determined with a 2-way ANOVA followed by a Bonferroni posttest to determine significance for the single time points (*p < 0.05; **p < 0.01; ***p < 0.001).

### Increase of liver ketogenesis by three hours after onset of fasting

One substrate for hepatic GNG is glycerol, which is mainly derived from adipose tissue lipolysis where triglycerides are hydrolyzed to glycerol and NEFA. As indicated in Figure 1B, this process results in an increase in serum glycerol and NEFA after 6 hours of fasting. Serum NEFA levels normalize to the control-fed levels at the 24 hour time point, presumably due to increased uptake and utilization of free fatty acids in several tissues (mainly liver and skeletal muscle) while glycogen stores are further depleted. Apart from being a major energy source in times of nutrient deprivation, adipose tissue-derived fatty acids serve as substrate for ketogenesis, the synthesis of ketone bodies (mainly β-hydroxybutyrate and acetoacetate) in the liver. These ketone bodies can be used as secondary energy source by the brain, which cannot utilize fatty acids directly [3]. In our data set, serum β-hydroxybutyrate levels are increasing steadily over 48 hours of fasting compared to ad libitum-fed control mice with the first significant increase at 3 hours (Figure 1B bottom row). This increase is concordant with the upregulation of liver *Hmgcs2* mRNA which is a key enzyme in liver ketogenesis [22] (Figure 1B top row). Interestingly, liver ketogenesis and serum β-hydroxybutyrate are increased hours before blood glucose levels begin to drop (Figure 1A bottom row). This dynamic argues for the involvement of other sensors (for instance gut hormones or insulin and glucagon signaling) detecting the absence of nutritional carbohydrates and signaling to liver to upregulate ketogenesis early in fasting. A recent report introduced an intriguing, novel functional role for ketone bodies. By inhibiting histone deacetylases, β-hydroxybutyrate was shown to induce the expression of genes that protect against oxidative damage in a variety of tissues [23]. In that study, a change in histone deacetylation in kidney was shown at serum β-hydroxybutyrate concentrations greater than 0.5 mM, a level we measured already after 3 hours of food withdrawal. Thus it is conceivable that this β-hydroxybutyrate-mediated mechanism could be activated early on, to set the stage for transcriptional regulation in response to fasting.

### Early fasting-onset upregulation of Ppara target genes

Fgf21 is a recently discovered hormone shown to be a major hub in the hepatic response to fasting by regulating fatty acid and glucose metabolism [24-26]. In our data *Fgf21* mRNA was elevated in liver of fasted animals throughout the 48 hours, peaking at 24 hours (Figure 1B top row). Furthermore, Fgf21 was shown to mediate its effect partly via upregulation of *Ppargc1a*[27], a transcriptional coactivator we found to be highly increased by fasting in accordance with *Fgf21* levels (Figure 1B top row). Ppargc1a in turn increases expression of many fasting response genes by binding and coactivating transcription factors such as Ppara and glucocorticoid receptor [15]. Along these lines, most genes shown in Figure 1 are Ppara target genes (*Pck1, G6pc, Pcx, Gyk, Hmgcs2, Fgf21; see*[18,25,28-30] and references therein) arguing for the central role of this transcription factor during fasting, evident from the phenotype of fasted Ppara knock-out mice [31]. However, the modest changes of liver *Ppara* mRNA levels (Figure 1B top row) are unlikely to cause the strong alterations in Ppara targets (compare for instance to *Fgf21*, a functional Ppara target [25]). Rather the transactivation of Ppara by endogenous ligands (fatty acids and their derivatives [32]), coactivation by Ppargc1a, and synergistic regulation by other fasting-regulated transcription factors (e.g. Foxa2 [33] and Creb [34]) could lead to the magnitude of increase of its target genes.

In summary, comparing expression of key liver fasting genes to serum parameters shows a coherent picture suggesting, in accordance with other recent studies [12,13], a parallel activation of fasting-induced pathways rather than a sequential response as historically believed [1]. This response is activated as early as 3 to 6 hours after food withdrawal and reaches a steady state between 12 and 24 hours. Our data further underlines that Ppara acts as one major fasting hub, by coordinating expression of its target genes. Hence, we provide a detailed view of molecular response kinetics during a 48 hour fasting period in mice allowing one to extrapolate on the timely regulation of the fasting response in liver and in the whole organism.

### Global changes in transcriptome signatures of white adipose tissue, liver, and skeletal muscle in fasted mice

Next, we aimed to elucidate RNA abundance responses to fasting in a systematic and genome-wide manner. Most of the parameters determined in Figure 1 show the highest difference between fasted and fed states at 24 hours initiating the experiment, suggesting that the metabolic adaption to fasting has reached a first steady state. For this reason we chose this time point for transcriptome analyses of epididymal white adipose tissue (WAT), liver (LIV), and skeletal muscle (SM) of fasted and control mice (Figure 2A). Tissue-derived mRNA from five fasted and five control mice were hybridized to Affymetrix GeneChip arrays (Mouse Gene 1.1 ST). 

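The arrays hold several short probes along the exons of each gene, whose signals are summarised to 1 value per probe set. RNA came from epididymal WAT, the fat pad beside the testis, and from LIV and SM of 5 mice left without food for 24 h and of 5 mice with free access to chow, which gave 30 arrays in 6 groups of 5. The authors normalized the arrays by robust multi-array average (RMA) in Partek, with background correction, quantile normalization across arrays and median polish over the probes of a probe set, and tested each probe set in a model of diet, tissue and their interaction. The values used here are these log2 values for 28815 probe sets. Quantile normalization gives every array the same distribution of probe values before these are summarised, so a change in the total amount of mRNA of a tissue would not be seen. Medians of the summarised values ranged from 4.915 (fasted liver 4) to 5.156 (fed WAT 3). From the log2 values, 1 linear model with a mean for each of the 6 groups was fitted with limma, which moderates each probe set's variance by the variances of all others. Fasted mice were compared with fed mice within WAT, LIV and SM, and these changes were compared between tissues. A probe set was called changed at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets of the comparison) and a change of at least 1.3-fold, the thresholds of the study. A gene takes the value of its probe set of highest mean among those annotated to 1 gene, which gave 18781 genes. All changes are fasted minus fed on the log2 scale, on which a change of 1 is 2-fold. Gene lists were tested against all other genes with camera, a test in limma that assumes a correlation of 0.01 between the genes of a list, and again with a correlation estimated from the arrays, a stricter test that ends many of the calls. Except where a choice is said to have been made later, the lists, tests and thresholds were fixed before the data were examined, although Table 2, the additional files and the values of Figures 4 and 5 had been seen by then. The number of arrays, 4 or 5 per group, limits the precision. In simulated data with the measured spread, the same fit found 61 of 67 probe sets changed by 1.5-fold in WAT (91%) and 67 of 67 changed by 2-fold.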

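The liver array of fed mouse 4 and the muscle array of fasted mouse 5 resembled the other arrays of their groups least. Over all probe sets, the fasted muscle 5 array had a mean Pearson r of 0.980 with the other 4 fasted muscle arrays, whereas these 4 had means of 0.991 to 0.992 with their group, fasted muscle 1 among them at 0.992. The fed liver 4 array had a mean r of 0.987, against 0.991 to 0.993 for the other fed livers. In a principal component analysis (PCA) of the muscle arrays alone, fasted muscle 5 lay at 43.2 on the second component (26.5% of the variance), whereas the other fasted muscles lay between −30.55 and −16.16. Among the liver arrays, fed liver 4 lay at −42.59 on the second component (23.7% of the variance) and all other livers between −12.88 and 22.3. Fasted muscle 5 also held transcripts of lymphocytes: the mean of 9 lymphocyte markers was 7.99 there and between 4.02 and 4.28 on the other muscle arrays, with Cd79b, a chain of the B cell receptor, at 10.3 against at most 5.27 elsewhere in muscle. On fed liver 4, the 63 probe sets of small nucleolar RNAs, a group chosen after the array had been seen to stand apart, had a median 0.747 above the other fed livers, and the other liver arrays lay between −0.34 and 0.432. Additional file 1 shows which arrays entered the paper's fold changes. Over the 1109 probe sets of its liver sheet, muscle changes recomputed without fasted muscle 5 differed from the listed ones by a median of 3.13e-06 on the log2 scale, and those recomputed without fasted muscle 1 by 0.0595. Liver changes without fed liver 4 differed by 2.79e-06. Values are therefore given over the 28 arrays without fed liver 4 and fasted muscle 5, with 4 fed livers and 4 fasted muscles, and for a part of the results also over all 30 arrays.

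**Figure D1:**
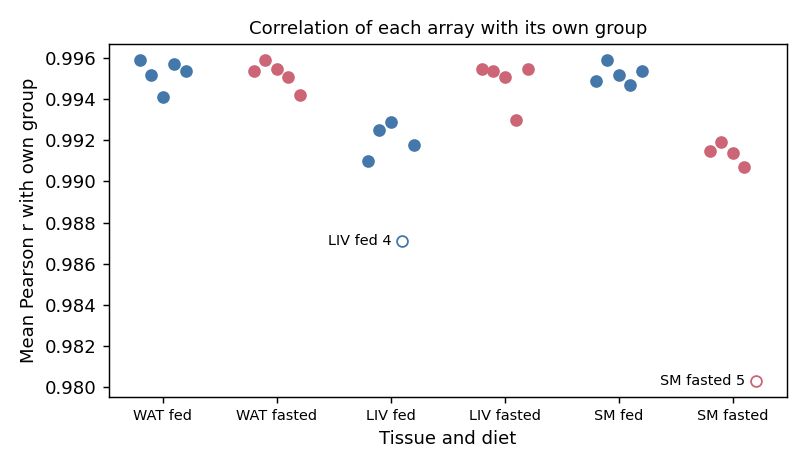
Mean Pearson r of each of the 30 arrays with the other arrays of its own group (y axis) in the 6 groups of tissue and diet (x axis), with fed mice in blue and fasted mice in red. Open circles mark the arrays left out, fed liver 4 at 0.987 and fasted muscle 5 at 0.980, which lie below the rest of their groups.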

Two hybridizations (fed liver #4 and fasted skeletal muscle #1) were outliers as determined by principal component analysis and therefore excluded from further analysis. 

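The markers of each tissue set its arrays apart from those of the others. Over all 30 arrays, the mean of 9 hepatocyte markers, secreted liver proteins such as albumin among them, was 12.5 to 12.6 in LIV, 6.94 to 7.22 in WAT and 5.33 to 6.88 in SM. Markers of muscle fibres (12 genes of the contractile apparatus and its energy supply) had means of 12.2 to 12.4 in SM, 4.82 to 5.21 in WAT and 4.06 to 4.36 in LIV. The mean of 10 adipocyte markers, with adiponectin and perilipin 1 among them, was 11.4 to 12.0 in WAT and 6.11 to 6.40 in LIV. In SM it was 8.37 to 10.1, a wider range than in the other tissues. Across the 28 arrays used, 261 pairs of arrays from different tissues had a Pearson r of 0.807 to 0.905 over all probe sets (median 0.857). Pairs from the same tissue and different diets had an r of 0.985 to 0.994 (median 0.989, 65 pairs), and pairs from the same group 0.990 to 0.997 (median 0.995, 52 pairs). These correlations are across probe sets, which are not independent of each other. Average linkage on 1 minus r gave 3 clusters that were the 3 tissues, over the 28 arrays and over all 30. Within each tissue the 28 arrays then parted by diet. Over all 30 arrays and all probe sets this held for WAT only, since fed liver 4 and fasted muscle 5 each formed a cluster of their own.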

Hierarchical clustering of the remaining microarray data sets showed that experiments strongly cluster by tissue type (Figure 2B). The heatmap contains about 7000 probe sets differentially expressed by ≥ 1.3-fold at a false discovery rate < 5% after multiple testing adjustment (FDR5) in at least one condition. 

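In LIV, fasting raised 898 probe sets and lowered 989. Apart from Cdkn1a, the largest rises among liver genes whose fasted and fed arrays did not overlap were those of Gm15441 (probe set 10500360; 3.17, standard error 0.18, adjusted p = 9.28e-13), of Rgs16, which ends signaling of G proteins (2.87, standard error 0.22, adjusted p = 3.84e-10), of Cyp17a1, a steroid hydroxylase (2.74, standard error 0.17, adjusted p = 4.88e-12), and of Mfsd2a, a lysophospholipid transporter (2.67, standard error 0.20, adjusted p = 1.40e-10). The largest falls in LIV were those of the steroid dehydrogenase gene Hsd3b5 (−4.15, standard error 0.21, adjusted p = 1.52e-13), of Efna3, a ligand of Eph receptors (−3.51, standard error 0.11, adjusted p = 2.23e-18), and of the cytochrome P450 gene Cyp2c55 (−3.22, standard error 0.12, adjusted p = 2.25e-16). In SM, 1829 probe sets rose and 1591 fell. Depp1, a target of Foxo factors that acts on autophagy, had the largest rise, from 6.52 ± 0.30 (SD, n = 5) in fed to 11.13 ± 0.18 (SD, n = 4) in fasted mice (probe set 10541071; change 4.61, standard error 0.17, adjusted p = 2.87e-16). Csrp3, a LIM protein of the muscle Z-disc, rose by 2.68 (standard error 0.52, adjusted p = 0.000275). Its change was 2.04 (adjusted p = 7.84e-06) when the mean of 7 slow-fibre markers entered the model, a mean that ranged from 5.39 to 10.2 across muscle arrays, and 3.81 (adjusted p = 1.82e-10) with the mean of the adipocyte markers in its place. Nmrk2, a kinase of nicotinamide riboside (−3.07, standard error 0.31, adjusted p = 2.19e-08), and Ky, a protein of the muscle cytoskeleton (−2.54, standard error 0.07, adjusted p = 4.14e-20), had the largest falls in SM. Of the adipocyte markers, 3 of 10 fell in SM (1 over all 30 arrays) and none rose. At least 1 tissue had a change in 7168 probe sets over the 28 arrays, and in 6862 over all 30, where LIV had 961 up and 879 down and SM 1688 up and 1531 down. The number depends on the minimum fold: without one it was 12604, and with a minimum of 1.5-fold 3274. For LIV these settings gave 3813 and 825 probe sets, and for SM 6516 and 1428.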

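In WAT, Pdk4, the kinase that shuts off pyruvate dehydrogenase, rose from 9.04 ± 0.16 (SD, n = 5) in fed to 11.71 ± 0.12 (SD, n = 5) in fasted mice (probe set 10543017; change 2.67, standard error 0.12, adjusted p = 3.99e-15). The melanocortin receptor gene Mc5r rose by 3.13 (standard error 0.18, adjusted p = 5.74e-13), and Thbs2, which encodes a secreted thrombospondin, by 3.03 (standard error 0.12, adjusted p = 2.87e-16). Depp1 rose by 2.89 in this tissue (standard error 0.16, adjusted p = 4.96e-13). Asb12, which encodes an ankyrin repeat protein with a SOCS box, had the largest fall, from 8.02 ± 0.31 (SD, n = 5) to 3.49 ± 0.24 (SD, n = 5) (probe set 10605815; change −4.53, standard error 0.13, adjusted p = 5.47e-19). The fasted value is at the dim end of the arrays, as in LIV (3.31 in fed and 3.45 in fasted mice), so the size of this fall is a lower bound. Slc25a10, the dicarboxylate carrier of mitochondria (−2.66, standard error 0.19, adjusted p = 3.22e-11), and the lipid droplet gene Pnpla3 (−2.59, standard error 0.23, adjusted p = 2.10e-09) also fell. Fasting changed 3792 probe sets in WAT, 1996 up and 1796 down. The 1887 changed probe sets of LIV give a ratio of probe sets of 2.01. Those of WAT stand for 2956 genes (1501 up and 1455 down), against 1416 genes in LIV (663 up and 753 down) and 2550 in SM (1464 up and 1086 down). Over all 30 arrays WAT had 3609 probe sets (1905 up and 1704 down) against 1840 in LIV, a ratio of probe sets of 1.96. In genes these were 2823 in WAT, 1344 in LIV and 2483 in SM. Without a minimum fold, 7667 probe sets passed in WAT, and with a minimum of 1.5-fold 1643. Of 10 adipocyte markers, Lep and Slc2a4 fell and none rose, and of 11 macrophage markers, Cd14 and Cd163 rose and none fell.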

WAT showed the highest number of differentially expressed probe sets between fasting and fed states (1850 upregulated and 1712 downregulated upon fasting, collapsing into 1491 upregulated and 1469 downregulated RefSeq-annotated genes), more than double the number of genes regulated in liver (Figure 2C). Additional file 1 provides the lists of probes expressed more than 1.3-fold with an FDR5 for each of the three tissues.

**Figure 2:**
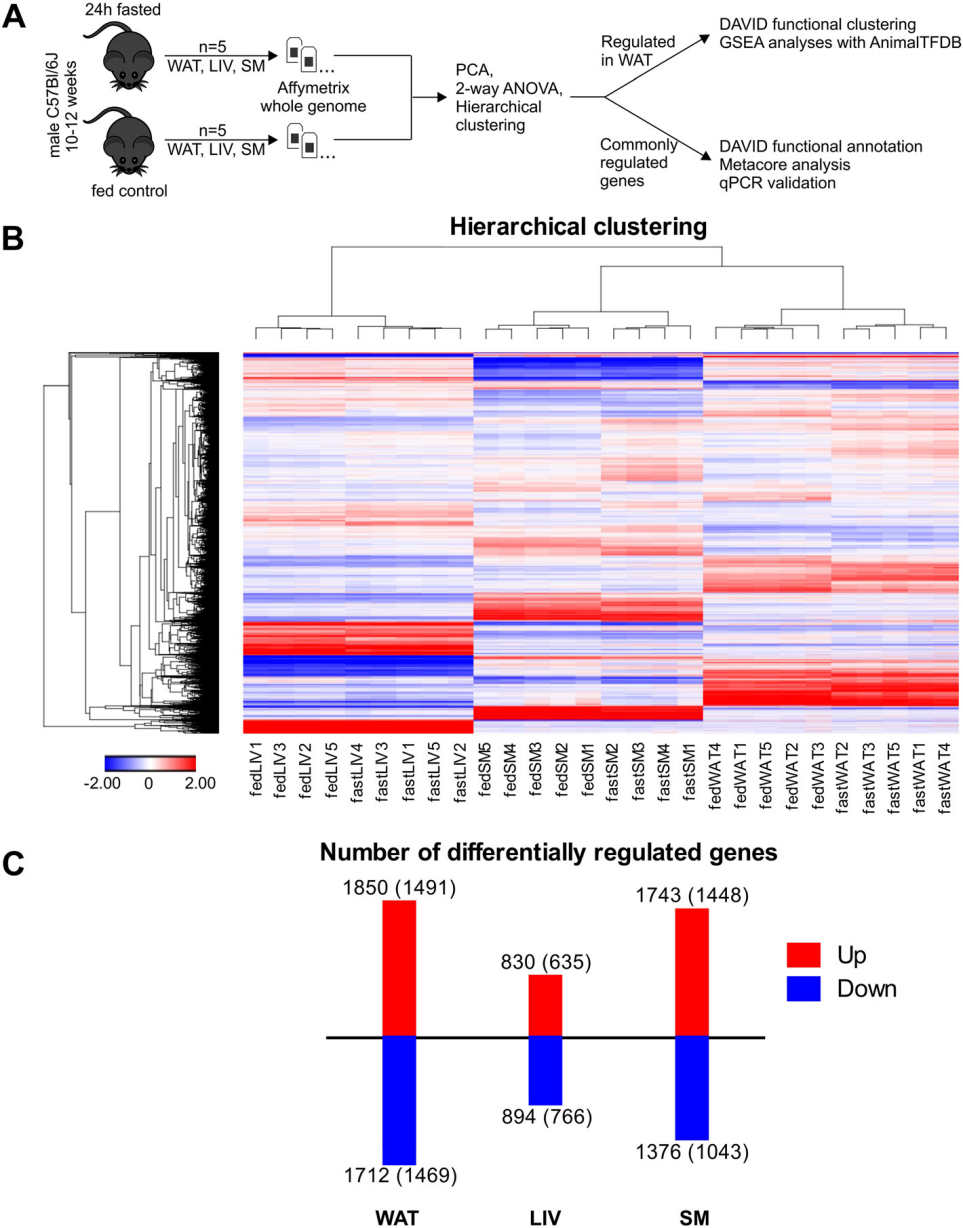
**Overview of microarray experiments in WAT, LIV, and SM 24 hours after onset of fasting. (A)** Experimental design of the transcriptome study (WAT = white adipose tissue, LIV = liver, SM = skeletal muscle, PCA = principal component analysis). **(B)** The heatmap contains about 7000 probe sets differentially expressed ≥ 1.3-fold (FDR5) between fasted and fed in at least one condition. Hierarchical clustering of experiments clusters biological replicates together. Two outlier replicates were identified by principal component analysis and removed from the data set. **(C)** Numbers of up- and downregulated (1.3x, FDR5) microarray probe sets and RefSeq-annotated genes (in parentheses) in WAT, LIV, and SM of mice fasted for 24 hours. Additional file 1 provides detailed expression values for these genes.

### Functional annotation clustering of genes regulated in fasted white adipose tissue

Although the transcriptome signatures of other mouse organs, including liver and muscle, during fasting were extensively investigated [12,13,34] and analyses of adipose tissue transcriptomes during fasting are available (rats [35,36], chicken [37], pigs [38], lactating goats [39]) the current study is, to our knowledge, the first to focus on characterization of the global gene expression response of adipose tissue in fasted mice. Hence, we focused our initial analysis on the WAT dataset and performed functional annotation of the genes up - or downregulated in fasted WAT (1.3x, FDR5) by mapping these lists onto gene ontology (GO; [40]) and KEGG pathways [41] utilizing the DAVID tool [42,43]. To visualize the results we employed the functional clustering option, which combines redundant entities, based on similarity of gene lists, into clusters. Figure 3A and B respectively show the resulting clusters from the lists of “WAT downregulated” or “WAT upregulated” genes together with contributing GO domains in parentheses. The x-axis shows the cluster group enrichment scores representing a geometric mean (−log) of p-values of entities in each cluster. We only show clusters with an enrichment score larger than 3 because they contain at least one entity with a significant p-value after multiple testing correction (<0.05). The detailed results of the functional clustering including terms/pathways contributing to each cluster are given in Additional file 2.

**Figure 3:**
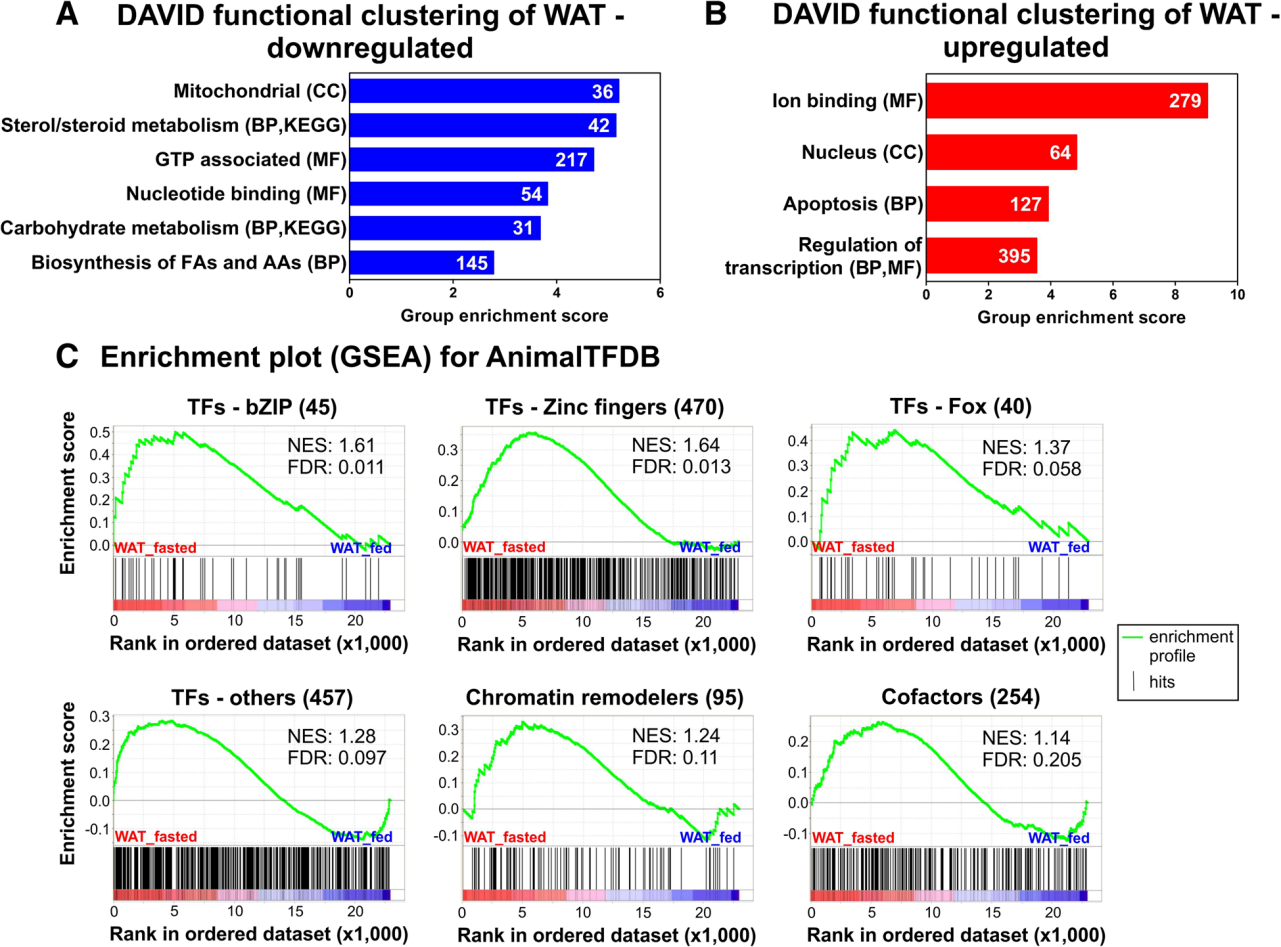
**Functional annotation of genes regulated in WAT 24 hours after onset of fasting reveals activation of transcription regulatory components. (A)** and **(B)** DAVID functional clustering was performed with genes upregulated **(A)** or downregulated **(B)** by fasting (1.3x, FDR5). Shown are the numbers of unique genes (inside of bars) and the enriched clusters (left of bars with contributing DAVID domains in parentheses). The x-axis shows the cluster enrichment scores representing a geometric mean (−log) of p-values of entities in each cluster. Clusters with an enrichment score larger than three are shown. CC = cellular components, MF = molecular functions, BP = biological processes. **(C)** GSEA enrichment plots are generated by ranking all genes in the dataset by expression values, mapping transcription factor (TF) sub-categories (bZIP = basic leucine zippers; Fox = forkhead box), cofactors, and chromatin remodelers, and calculating a cumulative enrichment score (green line). NES = normalized enrichment score, FDR = false discovery rate.

Functional clustering of genes downregulated by fasting in WAT (Figure 3A) yields terms related to “mitochondria” in the cellular component (CC) GO category, indicating suppression of mitochondrial processes in times of energy scarcity. 

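Of 74 measured genes of the mitochondrial respiratory chain, 12 fell in fasted WAT, none rose and 62 did not pass the test (12 down and none up adjusted over the list alone), with a median change of −0.23 (adjusted p = 2.76e-10 for the list, adjusted p = 0.165 with an estimated correlation). Cox8b, a cytochrome c oxidase subunit, fell from 8.50 ± 0.24 (SD, n = 5) in fed to 7.43 ± 0.20 (SD, n = 5) in fasted mice (probe set 10569008; change −1.07, standard error 0.11, adjusted p = 1.23e-08). Ndufb3, a subunit of complex I, changed by −1.05 (standard error 0.09, adjusted p = 9.67e-10), and Cox7a1, the cytochrome c oxidase subunit of muscle and brown fat, by −0.99 (standard error 0.08, adjusted p = 2.29e-10). Among 73 genes of the mitochondrial ribosome, 14 fell, 2 rose and 57 did not pass (the same numbers adjusted over the list alone; median −0.16, adjusted p = 4.62e-05 for the list, adjusted p = 0.274 with an estimated correlation). Mrpl49 had the largest fall (−0.66, standard error 0.07, adjusted p = 2.81e-08), while Mrps26 (0.61) and Mrpl41 (0.54) rose. Of 18 genes of the tricarboxylic acid cycle, 5 fell, none rose and 13 did not pass (5 down adjusted over the list alone; median −0.29, adjusted p = 3.77e-08, adjusted p = 0.0600 with an estimated correlation). Pdhb, a subunit of pyruvate dehydrogenase (−0.76, standard error 0.11, adjusted p = 3.14e-06), Dld, the dehydrogenase it shares with the cycle (−0.75, standard error 0.07, adjusted p = 8.08e-09), and the citrate synthase gene Cs (−0.52, standard error 0.06, adjusted p = 1.06e-07) were among them. The 10 adipocyte markers as a list had an adjusted p of 0.468 in WAT.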

In the GO domain molecular function (MF) we find “GTP-associated” terms and GO terms related to “nucleotide binding”. GO biological processes (BP) and KEGG pathways are found in clusters related to “steroid and sterol metabolism”, “carbohydrate metabolism” and “biosynthesis of fatty acids and amino acids”. 

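Of 17 measured enzymes of cholesterol synthesis, 13 fell in fasted WAT, none rose and 4 did not pass the test (13 down and none up adjusted over the list alone), with a median change of −0.82 (adjusted p = 5.32e-10 for the list, adjusted p = 0.0962 with an estimated correlation). Idi1, the isomerase that makes dimethylallyl diphosphate, fell from 7.21 ± 0.25 (SD, n = 5) in fed to 5.63 ± 0.15 (SD, n = 5) in fasted mice (probe set 10403413; change −1.59, standard error 0.15, adjusted p = 3.70e-09). Sqle, the squalene epoxidase (−1.32, standard error 0.21, adjusted p = 2.69e-05), Nsdhl, a sterol dehydrogenase (−1.21, standard error 0.12, adjusted p = 1.83e-08), and Fdps, the farnesyl diphosphate synthase (−1.19, standard error 0.13, adjusted p = 8.57e-08), also fell. Those that did not pass included Hmgcs1, the synthase at the start of the pathway (0.11, standard error 0.17, adjusted p = 0.729), Fdft1, the squalene synthase (−0.04), and Cyp51, a sterol demethylase (−0.38, adjusted p = 0.155). Cyp51 passed without fed WAT 4 (−0.52, adjusted p = 0.0477) or without fasted WAT 4 (−0.53, adjusted p = 0.0395).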

Downregulation of steroid and sterol metabolism is analyzed and discussed in more detail later. 

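Tpi1, the triose phosphate isomerase, fell from 10.41 ± 0.19 (SD, n = 5) in fed to 8.96 ± 0.27 (SD, n = 5) in fasted WAT (probe set 10547830; change −1.45, standard error 0.09, adjusted p = 4.39e-12). Slc2a4, the insulin-responsive glucose transporter, fell from 9.90 ± 0.12 (SD, n = 5) to 8.75 ± 0.16 (SD, n = 5) (probe set 10387743; change −1.15, standard error 0.08, adjusted p = 4.23e-11), and it is also among the 10 adipocyte markers. Pgam1, a phosphoglycerate mutase (−0.79, standard error 0.09, adjusted p = 1.04e-07), and Pfkl, a phosphofructokinase (−0.78, standard error 0.09, adjusted p = 1.79e-07), fell as well. Of 15 genes of glycolysis and glucose uptake, 9 fell, 1 rose and 5 did not pass the test (the same numbers adjusted over the list alone; median −0.49, adjusted p = 6.75e-07 for the list, adjusted p = 0.0343 with an estimated correlation). The gene that rose was Eno3, the muscle enolase (0.42, adjusted p = 3.78e-06), named after its value was seen. In the pentose phosphate pathway, which makes NADPH for lipid synthesis, 2 of 6 genes fell, 1 rose and 3 did not pass (the same numbers adjusted over the list alone; median −0.34). The dehydrogenase gene Pgd fell by 1.18 (standard error 0.11, adjusted p = 3.16e-09) and the transketolase gene Tkt by 0.73 (standard error 0.18, adjusted p = 0.00309), while Pgls, the lactonase of the step before Pgd, rose by 0.60 (standard error 0.15, adjusted p = 0.00343). As a list, the pathway did not pass (adjusted p = 0.0673), but it did without fed WAT 4 (adjusted p = 0.0273), fasted WAT 4 (adjusted p = 0.0476) or fed SM 1 (adjusted p = 0.0424), and with array weights (adjusted p = 0.0466).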

The cluster of carbohydrate metabolism is mainly comprised of GO terms referring to catabolism of monosaccharides, like hexose or glucose, and might reflect the shift from glucose usage to fatty acid β-oxidation in prolonged fasting. Also the downregulation of fatty acid and amino acid biosynthesis is a plausible reaction of a fasting cell or tissue that needs to suppress energy consuming processes which increase anaplerotic pressure.

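Of 16 genes of fatty acid synthesis, 13 fell in fasted WAT, 1 rose and 2 did not pass the test (the same numbers adjusted over the list alone). Their median change was −1.06 (adjusted p = 9.36e-09 for the list, adjusted p = 0.0624 with an estimated correlation). Elovl6, an elongase of saturated fatty acids, fell from 9.74 ± 0.71 (SD, n = 5) in fed to 7.16 ± 0.27 (SD, n = 5) in fasted mice (probe set 10495993; change −2.58, standard error 0.24, adjusted p = 4.38e-09). Acly, which splits citrate into acetyl-CoA, changed by −1.94 (standard error 0.20, adjusted p = 3.19e-08), and Slc25a1, the carrier that brings citrate out of mitochondria, by −1.14 (standard error 0.18, adjusted p = 1.87e-05). The gene that rose was Acacb, the acetyl-CoA carboxylase of the mitochondrial surface, which is known for restraining fatty acid oxidation (1.46, adjusted p = 7.47e-11; named after its value was seen). Of 17 genes of amino acid synthesis, 10 fell, 3 rose and 4 did not pass (the same numbers adjusted over the list alone; median −0.47, adjusted p = 0.00618 for the list, adjusted p = 0.171 with an estimated correlation). Gpt, an alanine aminotransferase that also breaks alanine down, fell from 8.35 ± 0.16 (SD, n = 5) to 5.83 ± 0.20 (SD, n = 5) (probe set 10424979; change −2.52, standard error 0.10, adjusted p = 2.87e-16). The serine synthesis genes Psat1 (−0.84, standard error 0.17, adjusted p = 0.000467) and Psph (−0.83, standard error 0.10, adjusted p = 2.46e-07) and the cysteine synthesis gene Cth (−1.04, standard error 0.15, adjusted p = 7.22e-06) also fell. Cbs, the enzyme before Cth in the same pathway, rose by 0.91 (standard error 0.14, adjusted p = 1.66e-05), and Got1, an aspartate aminotransferase, by 0.49. Shmt1, which converts serine to glycine, was the other gene that rose (0.57, named after its value was seen).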

### Genes upregulated in fasted white adipose tissue are strongly connected to transcriptional regulation

Genes that are upregulated in fasted WAT (Figure 3B) show the highest enrichment score for the GO MF category related to “ion binding”, which is a rather general and unspecific term. However, we find a cluster containing 127 genes that relate to “apoptosis” and “cell death” indicating that apoptotic pathways are activated during fasting in WAT. 

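Bcl2l1, which encodes the survival protein Bcl-xL, rose from 7.41 ± 0.16 (SD, n = 5) in fed to 8.43 ± 0.15 (SD, n = 5) in fasted WAT (probe set 10488655; change 1.02, standard error 0.09, adjusted p = 1.04e-09). The death receptor gene Fas rose by 0.43 (standard error 0.10, adjusted p = 0.00209), and Bnip3, a protein of mitochondrial autophagy and cell death, by 0.54 (standard error 0.06, adjusted p = 1.74e-07). Tnfsf10, which encodes the death ligand Trail, fell from 7.31 ± 0.29 (SD, n = 5) to 6.48 ± 0.06 (SD, n = 5) (probe set 10491091; change −0.84, standard error 0.12, adjusted p = 2.97e-06), and the pro-apoptotic Bok by 0.82 (standard error 0.09, adjusted p = 5.90e-08). Of 39 apoptosis genes on a list fixed beforehand, 6 rose, 7 fell and 26 did not pass the test (the same numbers adjusted over the list alone; 6 up and 6 down over all 30 arrays). The list had a median change of −0.030 (adjusted p = 0.912). The others that rose, named after their values were seen, were the caspase inhibitors Xiap (0.49) and Birc2 (0.41) and the mitophagy receptor Bnip3l (0.42).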

Finally, we find high enrichment in a cluster containing “nucleus”-related GO CC terms as well as a cluster with terms referring to “regulation of transcription” (BP and MF), both of which indicate a strong positive influence of fasting on the transcriptional program of adipose tissue. This is consistent with WAT being the tissue with the highest number of differentially regulated genes when compared to LIV and SM (Figure 2C). To substantiate this finding we tested whether the genes in the upregulated list are enriched for transcriptional regulator molecules such as transcription factors, cofactors and chromatin remodelers as defined by the manually curated AnimalTFDB [44]. As a control we also tested for enrichment in the list of genes downregulated by fasting in WAT which did not map to “regulation of transcription”-associated GO terms in our DAVID analysis. 

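Chromatin remodelers and zinc finger genes rose more often than they fell in fasted WAT. The lists used here were drawn up for these tests and are not the AnimalTFDB sets of the paper. That of chromatin remodelers includes genes of the Phf, Setd, Jmjd and Brd families, such as Phf24 and Setd3. Of 106 chromatin remodelers, 17 rose, 3 fell and 86 did not pass the test (the same numbers adjusted over the list alone; 16 up and 3 down over all 30 arrays), with a median change of 0.13 (adjusted p = 1.66e-05 for the list, adjusted p = 0.262 with an estimated correlation). Kdm7a, a histone demethylase, rose from 9.17 ± 0.11 (SD, n = 5) in fed to 10.60 ± 0.19 (SD, n = 5) in fasted mice (probe set 10544148; change 1.43, standard error 0.08, adjusted p = 1.08e-13). The histone methyltransferase gene Setdb2 (0.80, standard error 0.13, adjusted p = 3.61e-05) and the remodeler gene Chd2 (0.77, standard error 0.07, adjusted p = 8.11e-09) rose as well, while the histone deacetylase gene Hdac9 fell (−0.60, standard error 0.08, adjusted p = 1.70e-06). Of 418 zinc finger genes, 41 rose, 10 fell and 367 did not pass (the same numbers adjusted over the list alone, and 41 up and 9 down over all 30 arrays; median 0.085, adjusted p = 0.00169 for the list, adjusted p = 0.274 with an estimated correlation). This list was drawn up by gene name, so it also holds Zfp598, known as a ubiquitin ligase of stalled ribosomes (1.19, standard error 0.08, adjusted p = 4.02e-12). Of 42 nuclear receptors, 5 rose, 4 fell and 33 did not pass (the same numbers adjusted over the list alone; median 0.0046, mean 0.0090, a test that points down, adjusted p = 0.959). Nr4a3, an immediate early receptor (1.03, standard error 0.26, adjusted p = 0.00289), and the clock-related Rora (0.63, standard error 0.09, adjusted p = 2.50e-06) rose, and the retinoid receptor gene Rxrg (−1.03, standard error 0.10, adjusted p = 1.68e-08) and the estrogen receptor gene Esr1 (−0.59, standard error 0.11, adjusted p = 0.000200) fell.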

As shown in Additional file 3 the WAT upregulated list contains at least double the number of transcriptional regulators, compared to the WAT downregulated list (e.g. 122 vs. 50 transcription factors), and comprises 9%, 12%, and 16% of annotated mouse transcription factors, cofactors, and chromatin remodelers, respectively. Additional file 3 also lists the expression values and the annotations of regulated genes in WAT according to the transcription factor subclasses defined in AnimalTFDB. 

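Of 17 Kruppel-like factors, a family of transcription factors, 4 rose in fasted WAT, none fell and 13 did not pass the test (4 up adjusted over the list alone; median 0.23, adjusted p = 0.0108 for the list, adjusted p = 0.184 with an estimated correlation). Of 46 basic leucine zipper (bZIP) genes, 10 rose, 1 fell and 35 did not pass (the same numbers adjusted over the list alone; median 0.100, adjusted p = 0.0113 for the list, adjusted p = 0.202 with an estimated correlation). Forkhead box genes (Fox) numbered 41, of which 5 rose, none fell and 36 did not pass (5 up adjusted over the list alone; median 0.071). This list passed over the 28 arrays (adjusted p = 0.0437, adjusted p = 0.266 with an estimated correlation). It no longer did without fed WAT 2 (adjusted p = 0.0826), fed WAT 3 (adjusted p = 0.0602), fasted WAT 2 (adjusted p = 0.0513), fasted WAT 3 (adjusted p = 0.0685) or fasted WAT 5 (adjusted p = 0.0556), or with fasted muscle 1 left out in place of fasted muscle 5 (adjusted p = 0.0554). Hox genes, which pattern the body axis, had 8 of 36 up, 1 down and 27 that did not pass (the same numbers adjusted over the list alone, and 7 up and 1 down over all 30 arrays; median 0.079, adjusted p = 0.255 for the list). Hoxa5 rose by 0.45 (standard error 0.10, adjusted p = 0.000744), and Hoxc5 fell by 0.66 (standard error 0.10, adjusted p = 4.95e-06).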

Based on ranking of the entire data set, the gene-set enrichment analysis tool [45] performs a similar analysis and yields a significant enrichment for the sub-categories (all but HOX factors) of transcription factors from AnimalTFDB for upregulated genes (see Figure 3C and Additional file 3). These transcription factor families contained 43 genes encoding zinc finger transcription factors (including kruppel-like factors Klf4, Klf9, and Klf15), 9 genes encoding basic leucin zippers (bZIP), and 6 forkhead box genes that are upregulated in fasted WAT (see Additional file 3). 

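Klf4, a zinc finger factor of cell fate, rose from 7.02 ± 0.32 (SD, n = 5) in fed to 8.08 ± 0.06 (SD, n = 5) in fasted WAT (probe set 10513008; change 1.07, standard error 0.16, adjusted p = 6.92e-06). Its change was 0.28 in LIV (adjusted p = 0.321) and 0.37 in SM (adjusted p = 0.123), and the rise in WAT was larger by 0.79 (standard error 0.23, adjusted p = 0.0162) than in LIV and by 0.70 (standard error 0.23, adjusted p = 0.0357) than in SM. In SM Klf4 passed without fasted muscle 2 (0.53, adjusted p = 0.0227). Klf9, which glucocorticoids are known to induce, rose from 9.56 ± 0.16 (SD, n = 5) to 10.32 ± 0.04 (SD, n = 5) in WAT (probe set 10462091; change 0.75, standard error 0.06, adjusted p = 9.83e-10) and by 0.86 in SM (standard error 0.07, adjusted p = 2.69e-10), while its change of 0.33 in LIV (adjusted p = 0.00126) was under 1.3-fold. Klf15, a factor of amino acid and glucose metabolism in fasting, rose in WAT from 8.16 ± 0.20 (SD, n = 5) to 8.86 ± 0.27 (SD, n = 5) (probe set 10540028; change 0.69, standard error 0.11, adjusted p = 1.50e-05), in LIV by 0.64 (standard error 0.12, adjusted p = 0.000247) and in SM by 0.85 (standard error 0.12, adjusted p = 2.44e-06). With the full set of 30, Klf9 changed by 0.37 in LIV and 0.82 in SM, and Klf15 by 0.53 and 0.86. The fourth Kruppel-like factor called in WAT, Klf2, had a change of 0.43, and of 0.38, under 1.3-fold, without fed WAT 2. Of the bZIP genes, the small Maf factors Maff (1.25, standard error 0.15, adjusted p = 3.77e-07) and Mafk (0.65, standard error 0.08, adjusted p = 6.78e-07) and the repressor gene Bach2 (0.93, standard error 0.11, adjusted p = 2.65e-07) rose in WAT. Creb3l1, a factor of the endoplasmic reticulum membrane, was the bZIP gene that fell (−0.65; named after its value was seen). Among forkhead genes, Foxo3, a mediator of low insulin signaling, rose from 6.84 ± 0.07 (SD, n = 5) to 7.62 ± 0.15 (SD, n = 5) (probe set 10368888; change 0.78, standard error 0.07, adjusted p = 8.09e-10), Foxp1 by 0.53 (standard error 0.07, adjusted p = 2.01e-06) and Foxj3 by 0.45.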

Among the transcription factor-encoding genes with the highest upregulation by fasting (14-fold) we find *Irf4*, which has been shown to tip the scales between lipogenesis and lipolysis in the latter direction in a fasting-induced manner [46]. Consequently, fat-specific Irf4 knock-out mice are deficient in lipolysis and show increased adiposity [46]. Furthermore, genes encoding the transcription factors *Zim1* and *Peg3* are massively upregulated by fasting (21-fold and 6-fold, respectively). 

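Irf4 (interferon regulatory factor 4, probe set 10404389) rose from 6.14 ± 0.14 (SD, n = 5) in fed to 9.96 ± 0.69 (SD, n = 5) in fasted WAT, a change of 3.82 (standard error 0.20, adjusted p = 1.06e-13). In LIV its change was 0.04 (adjusted p = 0.941), at group means of 4.05 and 4.09, no higher than muscle fibre markers there. The change in WAT was larger than that in LIV by 3.78 (standard error 0.29, adjusted p = 6.98e-10) and larger than that in SM by 3.27 (standard error 0.29, adjusted p = 5.88e-09). In SM it was 0.55 (standard error 0.21, adjusted p = 0.0633), which did not pass the test over the 28 arrays. With all 30 arrays it was 0.85 (adjusted p = 0.0152) and passed, the fasted muscle 5 array, left out as an outlier of the PCA and rich in lymphocyte transcripts, being at 6.66. Irf4 is also a factor of lymphocytes. The SM change passed as well without fasted WAT 4 (adjusted p = 0.00631) or fasted WAT 5 (adjusted p = 0.0324), which lowers the shared variance estimate, with each tissue fitted on its own (adjusted p = 0.00773), with array weights (adjusted p = 0.0349), with loess scaling within tissues (adjusted p = 0.0384) and with fasted muscle 1 left out in place of fasted muscle 5 (adjusted p = 0.0200).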

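Zim1 (probe set 10559790), which encodes a zinc finger protein, rose from 5.14 ± 0.46 (SD, n = 5) in fed to 9.59 ± 0.38 (SD, n = 5) in fasted WAT, a change of 4.44 (standard error 0.18, adjusted p = 2.87e-16). Peg3 (probe set 10559796), a zinc finger gene expressed from the paternal allele, rose from 8.71 ± 0.39 (SD, n = 5) to 11.31 ± 0.11 (SD, n = 5), a change of 2.60 (standard error 0.24, adjusted p = 3.70e-09). In SM, Zim1 rose from 6.75 ± 0.28 (SD, n = 5) to 8.11 ± 0.05 (SD, n = 4) (change 1.36, standard error 0.19, adjusted p = 2.94e-06), less than in WAT by 3.09 (standard error 0.26, adjusted p = 2.00e-09). In LIV, where its group means of 3.96 and 4.08 were no higher than the mean of muscle fibre markers, the change of Zim1 was 0.12 (adjusted p = 0.765), and the change in WAT was larger by 4.32 (standard error 0.26, adjusted p = 4.76e-12). Peg3 rose in LIV from 6.51 ± 0.16 (SD, n = 4) to 7.84 ± 0.15 (SD, n = 5) (change 1.34, standard error 0.26, adjusted p = 0.000493) and in SM from 8.08 ± 0.84 (SD, n = 5) to 9.16 ± 0.13 (SD, n = 4) (change 1.07, standard error 0.26, adjusted p = 0.00239). Its change in WAT was larger than in LIV by 1.26 (standard error 0.35, adjusted p = 0.0115) and than in SM by 1.53 (standard error 0.35, adjusted p = 0.00254). With SM fitted on its own, Peg3 narrowly missed the threshold there (adjusted p = 0.0505). The full set of 30 gave 1.27 (Peg3 in LIV), 1.28 (Peg3 in SM) and 1.56 (Zim1 in SM). The arrays left out as PCA outliers read 6.85 for Peg3 on fed liver 4, and 10.20 for Peg3 and 9.13 for Zim1 on fasted muscle 5.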

Interestingly, these two genes are adjacently located at an imprinted region on mouse chromosome 7. 

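In the RefSeq annotation of mouse assembly GRCm38.p6, Zim1 and Peg3 follow each other on chromosome 7, with Usp29, another imprinted gene, listed after Peg3. Usp29, a ubiquitin protease, did not pass the test in WAT (0.03, standard error 0.08, adjusted p = 0.871). Of 22 imprinted genes measured, among which Zim1 and Peg3 had been seen in the paper's tables before the list was written, 4 rose in fasted WAT, 3 fell and 15 did not pass (5 up and 3 down adjusted over the list alone). The list as a whole had a median change of 0.038 (adjusted p = 0.294). Besides the pair on chromosome 7, Peg10 rose by 1.38 (standard error 0.19, adjusted p = 2.39e-06) and Grb10, an adaptor that restrains insulin signaling, by 0.95 (named after its value was seen). Mest, a paternally expressed gene that marks growing fat (−1.02, standard error 0.21, adjusted p = 0.000358), Gatm, which makes the creatine precursor guanidinoacetate (−1.03, standard error 0.22, adjusted p = 0.000611), and Ndn (−1.02, named after its value was seen) fell.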

The Peg3 knock-out mouse model develops increased adiposity despite lower food intake. This was attributed to developmental deficiencies that lead to aberrant leptin signaling in the hypothalamus [47]. However, our data suggest a direct involvement of the Peg3/Zim1 locus in adipose tissue biology.

The present study is, to our knowledge, the first to focus on the characterization of the transcriptome response to fasting of WAT in mice. 

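In fasted WAT, 2 genes of lipolysis fell, G0s2 and Cidea, and the lipases did not pass the thresholds. Pnpla2, the first triglyceride lipase of lipolysis, went from 12.25 ± 0.11 (SD, n = 5) in fed to 12.60 ± 0.11 (SD, n = 5) in fasted WAT (probe set 10558921; change 0.35, standard error 0.08, adjusted p = 0.00100), which is under 1.3-fold. It passed 1.3-fold without fed WAT 5 (0.39) or without fasted WAT 3 (0.38). Mgll, the monoglyceride lipase, changed by −0.34 (adjusted p = 0.0274), also under 1.3-fold, and Lipe, the hormone-sensitive lipase, by 0.02 (adjusted p = 0.964; named after its value was seen). G0s2, an inhibitor of Pnpla2, fell from 9.22 ± 0.17 (SD, n = 5) to 7.87 ± 0.49 (SD, n = 5) (probe set 10361246; change −1.35, standard error 0.27, adjusted p = 0.000299). Cidea, a protein of lipid droplets, fell from 5.59 ± 0.24 (SD, n = 5) to 4.51 ± 0.21 (SD, n = 5) (probe set 10456392; change −1.08, standard error 0.14, adjusted p = 7.68e-07). These were the only genes called among 16 of lipolysis, with none up and 14 that did not pass (2 down adjusted over the list alone). Plin1 (−0.31, adjusted p = 0.561) and Cidec (0.06, adjusted p = 0.932), which also encode droplet proteins, were among the 14. For Plin1, all fasted WAT arrays (12.037 to 12.188) lay below the fed ones (12.338 to 12.482), a fall under 1.3-fold. Its p does not exclude this fall, since the variance is shared across tissues and Plin1 ranged from 6.689 to 9.936 on muscle arrays. The median change of the list was 0.12, its mean −0.037, and its test points up (adjusted p = 0.658).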

Surprisingly, we do not find GO mapping to the biological process “lipid catabolism” which would be expected to be prominent during fasting in WAT. The absence thereof could be explained by abundant posttranscriptional regulation of lipolysis by kinases such as protein kinase A [48] and AMP-activated protein kinase [6] which are not reflected at the transcript level. Instead our analyses specifically reveal an unexpected upregulation of cell death pathways as well as a strong enrichment of transcriptional regulators among genes activated by fasting in WAT.

### p53 signaling as top ranking pathway in the fasting response of major metabolic tissues

By producing and exporting glucose, fatty acids, glycerol, and ketone bodies WAT, LIV, and SM represent the organs mainly responsible for energy homeostasis during a fasting period in mammals [1,21]. 

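WAT, LIV and SM shared 191 changed genes, of which 145 changed the same way in all 3 (79 up and 66 down) and 46 did not. Among those shared, Fkbp5, a chaperone of the glucocorticoid receptor, rose by 1.77 in WAT, 2.55 in LIV and 2.07 in SM (probe set 10449452; adjusted p = 3.96e-09, 3.53e-11 and 7.19e-10). E230001N04Rik rose by 1.32, 2.18 and 2.35 in the same order. Nrep, a neuronal protein that is also induced in regenerating tissue, fell by 1.89, 1.09 and 1.36 (probe set 10458046; adjusted p = 5.33e-14, 1.06e-08 and 6.75e-11). By mean change over the tissues, Ddit4, Cdkn1a, Fkbp5, Cebpd and E230001N04Rik were highest, and Scd2, Fasn, Sqle, Nrep and Idi1 lowest. If the calls in the tissues were independent, 30.3 genes would be shared, 4.13 of them up and 3.37 down in all. Pairs of tissues shared a further 707 genes (WAT and SM), 309 (WAT and LIV) and 157 (LIV and SM), and 1749 changed in WAT alone, 1495 in SM alone and 759 in LIV alone, at the thresholds. Changes that were called in opposite directions, and also differed by the test of the difference, numbered 104 genes between WAT and LIV, 105 between WAT and SM and 82 between SM and LIV. In the full set of arrays, 176 genes were shared, 84 of them up and 51 down in all 3. The number shared was 699 without a minimum fold and 68 with a minimum of 1.5-fold.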

To reveal common pathways we focused on 200 genes that were regulated by fasting in all three tissues (Figure 4A, termed “common list” in the following). Table 2 lists these genes ranked by decreasing average expression level. 

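Of 58 measured genes of the KEGG p53 signaling pathway, 6 were among the 191 shared by WAT, LIV and SM, where 0.59 would be by chance (odds ratio 11.6, 1-sided Fisher's exact test, p = 2.67e-05, adjusted p = 0.000192 over the 36 lists tested). The 58 genes are part of a list of 67 written from memory of the pathway, with Table 2 already seen. The shared genes were Cdkn1a (the cell cycle inhibitor p21), Sesn2 (a sestrin), Gadd45g, Ccnd1, Ccnd2 and Rrm2. Gadd45g, a growth arrest gene, rose by 1.34 in WAT, 1.22 in LIV and 1.05 in SM (probe set 10405211; adjusted p = 1.58e-05, 0.000303 and 0.000814). The cyclin gene Ccnd1, which drives cells into S phase, fell by 1.08 in LIV (standard error 0.14, adjusted p = 2.17e-06) and 1.21 in SM (standard error 0.14, adjusted p = 1.59e-07). In WAT it fell by 0.49 (adjusted p = 0.00506), a call lost over all 30 arrays (adjusted p = 0.0642), with WAT fitted on its own (adjusted p = 0.0546), with fasted muscle 1 left out in place of fasted muscle 5 (adjusted p = 0.0708) and without fasted WAT 3 (−0.37). Ccnd2, another D cyclin, fell by 0.48, 0.61 and 0.73 in WAT, LIV and SM. Rrm2, a subunit of ribonucleotide reductase, fell in WAT (−0.48, adjusted p = 0.00321) and rose in LIV (0.72, adjusted p = 0.000206) and SM (0.55, adjusted p = 0.00169). By tissue, 10 of the 58 rose and 10 fell in WAT, 6 rose and 3 fell in LIV, and 11 rose and 5 fell in SM (10 and 10, 6 and 4, and 11 and 5 adjusted over the list alone, and 10 and 9, 8 and 4, and 13 and 5 over all 30 arrays), and the list passed in no tissue (adjusted p = 0.946, 0.985 and 0.563). In WAT its median (−0.050) and its test point down and its mean (0.068) up. With the alternative test fry, the list was up in SM (adjusted p = 0.0187) and did not pass in WAT (adjusted p = 0.695) or LIV (adjusted p = 0.0614). Targets of the glucocorticoid receptor held 8 of their 22 genes in the shared list (0.224 by chance, adjusted p = 1.01e-09 from the same test), muscle atrophy genes 6 of 20 (adjusted p = 6.34e-07), genes of fatty acid synthesis 5 of 16 (adjusted p = 4.94e-06) and of cholesterol synthesis 4 of 17 (adjusted p = 0.000192). Table 2, seen when these lists were written, holds all 8, 6, 5 and 4 of them, with Msmo1 under its older symbol Sc4mol. It also holds the 6 of the p53 pathway, so none of these overlaps is independent evidence.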

Mapping the common list to GO biological processes and KEGG using DAVID yielded one KEGG pathway as significantly enriched after multiple testing correction: the p53 signaling pathway (Figure 4B). Additionally, an independent analysis with Metacore (GeneGo, Inc.) focusing on networks overrepresented in the common list reveals the p53 node as the second highest scoring network hub (see Additional file 4 for genes that constitute this network; the highest scoring hub was the ubiquitous transcription factor Sp1). The p53 transcription factor is known to regulate a number of tumor suppressor pathways including cellular senescence, apoptosis, and DNA repair in response to various stressors [49,50]. About 50% of human cancers carry mutations in the p53 gene [51]. However, evidence is now accumulating that p53 plays a prominent role in (lipid) metabolism as well [52,53]. There is no direct evidence of a physiological importance of p53 signaling in fasting, but some studies report an activation of p53, and an induction of its target genes, upon glucose deprivation in cultured cells [54,55]. 

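Direct targets of p53 were examined as a list of 40 genes, of which 37 were measured. In SM, 11 rose, 3 fell and 23 did not pass the test (the same numbers adjusted over the list alone), with a median change of 0.23 (adjusted p = 0.00184 for the list, adjusted p = 0.0632 with an estimated correlation). In WAT, 11 rose, 4 fell and 22 did not pass (median 0.097, adjusted p = 0.255), and in LIV 3 rose, 2 fell and 32 did not pass (median 0.040, adjusted p = 0.7103), both with the same numbers adjusted over the list alone. The alternative test fry does not compare a list with the other genes. With fry, the list was up in all 3 tissues (adjusted p = 5.88e-05 in WAT, 0.00697 in LIV and 1.24e-10 in SM). Between tissues, the list differed for SM minus LIV (adjusted p = 0.0316, adjusted p = 0.262 with an estimated correlation) and did not pass for WAT minus LIV (adjusted p = 0.596) or WAT minus SM (adjusted p = 0.178). Eda2r, a receptor of the tumor necrosis factor family, rose in SM from 6.91 ± 0.17 (SD, n = 5) in fed to 8.95 ± 0.22 (SD, n = 4) in fasted mice (probe set 10605874; change 2.05, standard error 0.11, adjusted p = 6.31e-14), and its changes in WAT (−0.11) and LIV (0.08) did not pass. Trp53inp1, a protein of the stress response and autophagy, rose in WAT by 2.44 (standard error 0.12, adjusted p = 4.91e-14) and in SM by 1.25 (standard error 0.13, adjusted p = 2.93e-08). In LIV it rose by 0.40 (adjusted p = 0.0393), a call lost without fed liver 2, 3 or 5 or fasted liver 1, 2, 3 or 5 (changes of 0.36 to 0.41, adjusted p = 0.0559 to 0.125). Btg2, an antiproliferative gene, rose by 0.65 in WAT (adjusted p = 0.00154) and 1.92 in SM (adjusted p = 5.31e-10), with −0.08 in LIV. Gadd45a, a growth arrest gene, rose in SM (1.74, adjusted p = 1.99e-11) and fell in WAT (−0.68, adjusted p = 3.78e-05). The kinase gene Plk2 fell in all 3 tissues, by 0.83 in WAT, 0.49 in LIV and 0.73 in SM. Counts over all 30 arrays were 10 up and 4 down in WAT, 4 and 3 in LIV, and 12 and 3 in SM.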

In our dataset we observe a host of p53 target genes apparently regulated by fasting, and a heatmap of the genes described below is shown in Figure 4D. For instance, the canonical p53 target *Cdkn1a*[49], a cell cycle regulator better known as p21, is one of the top ranked genes in Table 2 and is the gene with the highest fasting-induced upregulation in liver (>10x). 

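Cdkn1a (probe set 10443463) rose in LIV from 6.73 ± 0.22 (SD, n = 4) in fed to 10.08 ± 0.47 (SD, n = 5) in fasted mice, a change of 3.35 (standard error 0.17, adjusted p = 3.17e-13) or 10.2-fold, the largest rise of all genes called in LIV. In SM it rose from 8.24 ± 0.24 (SD, n = 5) to 10.38 ± 0.28 (SD, n = 4) (change 2.15, standard error 0.17, adjusted p = 3.70e-10) and in WAT from 9.89 ± 0.18 (SD, n = 5) to 10.90 ± 0.13 (SD, n = 5) (change 1.01, standard error 0.16, adjusted p = 2.38e-05). The change differed between tissues, by −2.34 (standard error 0.24, adjusted p = 7.50e-08) for WAT minus LIV, −1.13 (standard error 0.24, adjusted p = 0.00115) for WAT minus SM and −1.20 (standard error 0.25, adjusted p = 0.000859) for SM minus LIV. WAT had the highest level in fed mice. Values over all 30 arrays were 3.43 in LIV and 2.22 in SM.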

Another example is lipin-1 encoded by the gene *Lpin1*, which has recently been described as a novel p53 target [55]. In our data *Lpin1* is upregulated in WAT, LIV, and SM by fasting. 

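Lpin1 (probe set 10399478) rose in LIV from 8.99 ± 0.18 (SD, n = 4) in fed to 10.51 ± 0.31 (SD, n = 5) in fasted mice, a change of 1.52 (standard error 0.12, adjusted p = 2.48e-10). The rise in WAT, from 10.61 ± 0.11 (SD, n = 5) to 11.49 ± 0.18 (SD, n = 5) (change 0.87, standard error 0.11, adjusted p = 5.49e-07), was smaller than that in LIV (WAT minus LIV −0.65 (standard error 0.16, adjusted p = 0.00435)). In SM Lpin1 rose from 10.91 ± 0.11 (SD, n = 5) to 11.58 ± 0.04 (SD, n = 4) (change 0.67, standard error 0.12, adjusted p = 7.08e-05), with SM minus LIV at −0.85 (standard error 0.16, adjusted p = 0.000445). Fed livers had a lower level than fed WAT and SM. With all 30 arrays the changes were 1.51 in LIV, where the fed liver 4 array read 9.06, and 0.65 in SM, where fasted muscle 5 read 11.49, both left out as PCA outliers.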

Depending on its subcellular location lipin-1 can act to enhance fatty acid oxidation by interacting with Ppara and Ppargc1a (in the nucleus) [56] or, as a phosphatidate phosphatase in the cytosol, to perform a key step in triglyceride biosynthesis [57]. Being upregulated by fasting suggests activity of its nuclear form to drive oxidation of fatty acids in lipid storing tissues. 

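The largest rise of a sestrin, a family of stress proteins that restrain mTORC1, was that of Sesn1 in SM. There, Sesn1 (probe set 10362811) rose from 8.48 ± 0.10 (SD, n = 5) in fed to 10.40 ± 0.22 (SD, n = 4) in fasted mice, a change of 1.92 (standard error 0.09, adjusted p = 1.78e-14). In WAT it rose from 8.66 ± 0.09 (SD, n = 5) to 9.38 ± 0.15 (SD, n = 5) (change 0.72, standard error 0.09, adjusted p = 2.86e-07). In LIV its change was −0.14 (standard error 0.09, adjusted p = 0.368), and the changes in WAT and SM were larger by 0.86 (standard error 0.13, adjusted p = 1.48e-05) and 2.06 (standard error 0.13, adjusted p = 1.25e-11). Sesn2 (probe set 10516932) rose most in WAT, from 7.92 ± 0.27 (SD, n = 5) to 9.24 ± 0.30 (SD, n = 5) (change 1.32, standard error 0.13, adjusted p = 7.03e-09). Its rise was 0.78 in LIV (standard error 0.13, adjusted p = 0.000162), from 6.21 ± 0.11 (SD, n = 4) to 6.99 ± 0.21 (SD, n = 5), and 0.71 in SM (standard error 0.13, adjusted p = 0.000230), smaller than in WAT by 0.54 (standard error 0.19, adjusted p = 0.0409) and 0.61 (standard error 0.19, adjusted p = 0.0210). When all 30 arrays are used, Sesn1 changed by −0.06 in LIV and 1.96 in SM, and Sesn2 by 0.67 and 0.64. The arrays left out as PCA outliers read 7.52 (Sesn1) and 6.76 (Sesn2) for fed liver 4, and 10.58 and 5.87 for fasted muscle 5.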

Other p53 targets are the Sestrins, *Sesn1* (upregulated by fasting in WAT and SM) and *Sesn2* (upregulated in all 3 tissues), which have recently been shown to be induced by fasting in liver and to protect it from oxidative damage in a fasting/refeeding scenario [58]. 

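Ppargc1a (probe set 10529979), which encodes a coactivator of mitochondrial and gluconeogenic genes, went opposite ways in LIV and SM. In LIV it rose from 8.30 ± 0.19 (SD, n = 4) in fed to 9.19 ± 0.35 (SD, n = 5) in fasted mice, a change of 0.89 (standard error 0.19, adjusted p = 0.00147). In SM it fell from 9.65 ± 0.05 (SD, n = 5) to 8.99 ± 0.07 (SD, n = 4) (change −0.66, standard error 0.19, adjusted p = 0.00976). SM minus LIV was −1.55 (standard error 0.26, adjusted p = 0.000112). In WAT it was 7.19 ± 0.22 (SD, n = 5) in fed and 7.58 ± 0.54 (SD, n = 5) in fasted mice (change 0.39, standard error 0.18, adjusted p = 0.108), which did not pass the test. The WAT change passed without fasted WAT 1 (0.52, adjusted p = 0.0295) or fasted WAT 2 (0.53, adjusted p = 0.0213). WAT minus SM was 1.06 (standard error 0.26, adjusted p = 0.00417), and WAT minus LIV was −0.49 (standard error 0.26, adjusted p = 0.210), which did not pass. Over all 30 arrays the changes were 0.95 in LIV (fed liver 4, left out as a PCA outlier, at 7.98) and −0.67 in SM (fasted muscle 5, left out likewise, at 8.96).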

Interestingly, Sen et al. report that p53 physically interacts with Ppargc1a [59], which we show to be strongly upregulated in liver (Figure 1B) by qPCR as well as in our microarray study in WAT and LIV (it is downregulated, however, in SM). In their study Sen et al. show that Ppargc1a can bind and thereby direct p53 to the promoters/enhancers of pro-arrest as well as metabolic target genes. Thus, this interaction of p53 and its coactivator Ppargc1a could lead to a tissue-specific coordination of p53 to target genes relevant for a proper response.

**Figure 4:**
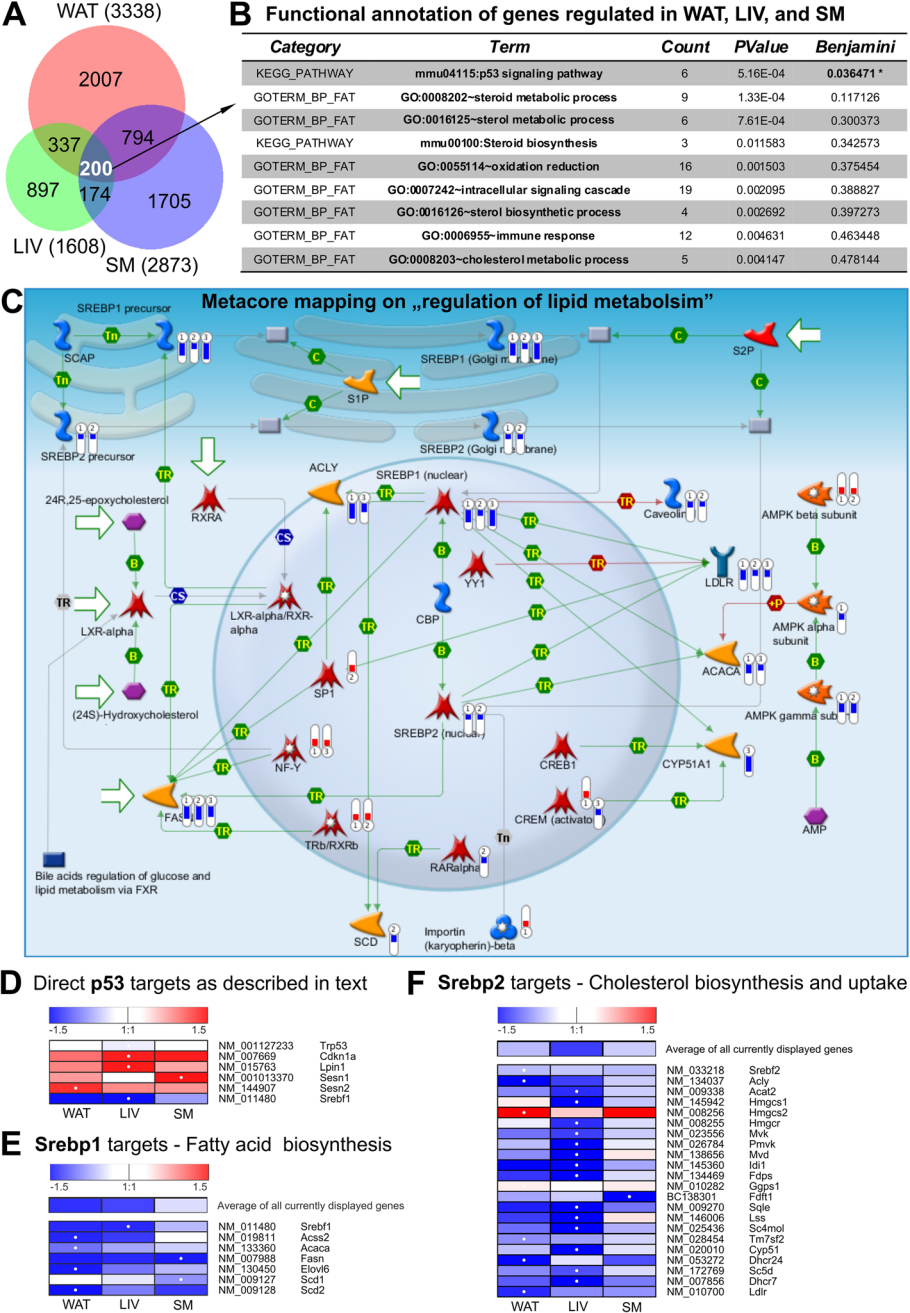
**Analyses of differentially expressed genes regulated by fasting in all three tissues revealing an involvement of p53 and Srebp signaling pathway. (A)** Venn diagram of genes differentially regulated (1.3x, FDR5) in WAT, LIV, and SM and their intersections. **(B)** Two hundred genes differentially regulated in all three tissues were submitted to DAVID functional annotation using GO terms and KEGG pathways. Count shows the number of mapped genes and Benjamini-Hochberg’s correction was used for adjusting p-value for multiple testing. **(C)** Metacore mapping as obtained from analysis with the commonly regulated gene list. The thermometers display expression levels of mapped genes (1: WAT, 2: SM, 3: LIV). **(D)** Heatmap of p53 target genes discussed in the text. Values are log2 transformed. White dots mark highest expression between the 3 tissues. **(E)** and **(F)** Manually compiled heatmaps indicating expression levels of genes comprising the FA **(E)** and cholesterol biosynthesis **(F)** pathways. Values are log2 transformed. White dots mark highest expression between the 3 tissues.

**Table 2:** Fold difference in expression (fasted/fed) of transcripts regulated in WAT, LIV, and SM by fasting

**UNIQID**	**NAME**	**WAT**	**LIV**	**SM**	**UNIQID**	**NAME**	**WAT**	**LIV**	**SM**
NM_029083	Ddit4	7.86	4.46	17.72	NM_133904	Acacb	2.74	−2.05	1.40
NM_007669	Cdkn1a	2.02	10.20	4.43	NM_024479	Wbscr27	1.48	−1.43	2.02
NM_007679	Cebpd	3.36	2.29	8.54	NM_016972	Slc7a8	2.03	−1.72	1.74
NM_010220	Fkbp5	3.40	5.84	4.19	NM_019873	Fkbpl	−1.33	1.33	2.03
BC096647	E230001N04Rik	2.50	4.54	5.11	NM_008580	Map3k5	1.51	1.72	−1.40
NM_183187	Fam107a	3.96	3.56	3.27	NM_172648	Ifi205	1.66	−1.95	2.03
NM_008817	Peg3	6.05	2.53	2.10	NM_133748	Insig2	1.61	1.48	−1.36
NM_010559	Il6ra	2.91	2.16	4.47	NM_009104	Rrm2	−1.39	1.65	1.47
NM_016693	Map3k6	3.06	2.05	3.96	NM_009653	Alas2	1.65	−1.49	1.53
NM_027560	Arrdc2	2.74	1.65	4.48	NM_027442	Ddo	1.65	1.31	−1.33
NM_018881	Fmo2	2.51	3.18	2.75	NM_133955	Rhou	1.38	−1.50	1.70
NM_001159367	Per1	2.51	3.17	2.66	NM_010197	Fgf1	−1.33	1.47	1.37
NM_011704	Vnn1	4.48	1.78	1.96	NM_001081401	Adamts3	1.48	1.38	−1.38
NM_139306	Acer2	4.07	1.38	2.58	NR_004446	Gm7035	1.49	−1.52	1.49
NM_001077348	Plin5	2.06	2.76	3.15	NM_028595	Ms4a6c	1.41	−1.53	1.40
NM_029415	Slc10a6	2.74	1.89	3.31	NM_029620	Pcolce2	1.32	−1.40	1.33
NM_133765	Fbxo31	3.71	2.46	1.60	NM_001081317	Anubl1	1.44	−1.68	1.32
NM_201256	Eif4ebp3	3.08	3.18	1.34	NM_029494	Rab30	−1.37	3.28	−1.63
NM_001033324	Zbtb16	1.54	3.91	2.02	NM_027868	Slc41a3	−1.58	3.50	−2.49
NM_030166	Galntl2	3.09	1.63	2.67	NM_008063	Slc37a4	−1.38	1.93	−1.36
ENSMUST00000059018	1110003O08Rik	3.57	2.31	1.46	NM_029967	Adamtsl1	1.53	−1.34	−1.34
NM_013602	Mt1	1.79	3.05	2.41	NM_177471	Ccdc69	1.61	−1.34	−1.45
ENSMUST00000039517	Syde2	4.10	1.60	1.51	NM_026250	Zh2c2	−1.30	1.41	−1.37
NM_009994	Cyp1b1	3.19	1.46	2.35	NM_178111	Trp53inp2	−1.63	1.36	−1.39
NM_001013780	Slc25a34	1.83	2.19	2.98	NM_009255	Serpine2	−1.67	1.58	−1.60
NM_011817	Gadd45g	2.53	2.33	2.07	NM_001005341	Ypel2	1.39	−1.50	−1.61
NM_010706	Lgals4	2.49	2.68	1.69	NM_177351	C630028N24Rik	−1.96	1.39	−1.37
NM_011366	Sorbs3	1.92	2.14	2.62	NM_026524	Mid1ip1	−1.97	−2.03	1.81
NM_011977	Slc27a1	2.27	2.99	1.35	NM_011943	Map2k6	−2.14	1.68	−2.20
NM_015763	Lpin1	1.83	2.87	1.59	NM_027950	Osgin1	−1.84	−3.45	2.46
NM_025404	Arl4d	1.58	1.84	2.84	ENSMUST00000100735	Gm10387	−1.68	1.59	−2.85
NM_153574	Fam13a	2.93	1.71	1.50	ENSMUST00000111704	Rassf8	−1.31	−1.31	−1.47
NM_001113283	BC031353	2.44	1.95	1.67	NM_011063	Pea15a	−1.32	−1.45	−1.36
ENSMUST00000095691	Gm9766	1.56	1.57	2.88	BC016078	4931406C07Rik	−1.33	−1.35	−1.47
NM_001077364	Tsc22d3	2.23	2.24	1.53	NM_172928	Dclk3	−1.53	−1.32	−1.30
NM_144907	Sesn2	2.50	1.72	1.64	NM_025901	Polr3k	−1.40	−1.40	−1.36
BC019494	Fam134b	2.28	1.48	1.97	NM_016701	Nes	−1.39	−1.39	−1.45
NM_001004468	Tacc2	1.75	1.48	2.32	NM_028651	Tmtc4	−1.47	−1.41	−1.36
NM_001081005	1500012F01Rik	1.85	1.51	2.19	NM_009448	Tuba1c	−1.35	−1.66	−1.32
NM_001037709	Rusc2	1.59	1.72	2.02	NM_026102	Daam1	−1.46	−1.31	−1.57
NM_026646	Slc25a22	1.34	1.52	2.26	NM_025972	Naaa	−1.52	−1.31	−1.54
NM_001033238	Cblb	1.60	1.43	2.08	NM_008150	Gpc4	−1.71	−1.32	−1.35
NM_001033352	Klhl21	1.94	1.41	1.74	NM_019440	Irgm2	−1.58	−1.39	−1.42
NM_133670	Sult1a1	1.71	1.45	1.91	NM_183180	Tspan18	−1.53	−1.36	−1.49
NM_009760	Bnip3	1.57	1.80	1.69	ENSMUST00000108947	Gm14403	−1.34	−1.60	−1.46
NR_002840	Gas5	1.53	1.36	2.17	NM_001037170	Tomm40l	−1.69	−1.46	−1.31
NM_023184	Klf15	1.62	1.56	1.80	NM_011654	Tuba1b	−1.34	−1.72	−1.39
NM_029166	Uhrf1bp1l	1.94	1.54	1.48	NM_001111110	Cmah	−1.46	−1.49	−1.55
NM_153075	Catsper2	1.46	2.18	1.31	NM_178607	Rnf24	−1.70	−1.39	−1.45
NM_007876	Dpep1	1.71	1.78	1.44	NM_009829	Ccnd2	−1.40	−1.53	−1.66
BC150711	AI607873	1.56	1.38	1.98	NM_007486	Arhgdib	−1.52	−1.69	−1.40
NM_023635	Rab27a	1.33	1.60	2.00	NM_026740	Slc46a1	−1.99	−1.32	−1.33
NM_030697	Kank3	1.70	1.61	1.60	NM_011505	Stxbp4	−1.38	−1.44	−1.82
NM_001001883	Hecw2	1.86	1.62	1.38	NM_028372	Mblac2	−1.63	−1.58	−1.44
NM_019765	Clip1	1.45	1.39	2.02	NM_001080707	Gpr155	−1.82	−1.34	−1.52
ENSMUST00000077293	Gm5785	1.38	1.67	1.79	NM_025855	Echdc1	−1.47	−1.96	−1.32
NM_146085	Apbb3	1.52	1.54	1.79	NM_026170	Ergic1	−1.93	−1.34	−1.49
NM_133865	Dclre1b	1.76	1.41	1.64	NM_009388	Tkt	−1.65	−1.57	−1.55
NM_001081417	Chd7	1.31	2.01	1.46	NM_007984	Fscn1	−1.71	−1.58	−1.49
NM_022331	Herpud1	1.67	1.56	1.55	NM_133871	Ifi44	−1.66	−1.70	−1.44
NR_027965	2310061J03Rik	1.79	1.49	1.48	NM_152804	Plk2	−1.78	−1.41	−1.66
NM_020253	Nrxn2	1.87	1.53	1.33	NM_024257	Hdhd3	−1.73	−1.56	−1.59
AK051045	Snhg1	1.51	1.39	1.79	NM_008538	Marcks	−1.80	−1.52	−1.57
NM_001033528	Usp36	1.37	1.42	1.89	NM_178389	Gale	−1.73	−1.89	−1.31
NM_175480	Zfp612	1.65	1.56	1.41	NM_008788	Pcolce	−1.64	−1.65	−1.67
NM_011728	Xpa	1.50	1.45	1.62	NM_178079	Pm20d1	−1.97	−1.44	−1.56
NM_197986	Tmem140	2.36	−1.33	3.52	NM_145545	Gbp6	−1.87	−1.68	−1.48
NM_007705	Cirbp	1.42	1.79	1.34	NM_178869	Ttll1	−1.92	−1.40	−1.75
NM_194342	Unc84b	1.55	1.39	1.58	NM_013867	Bcar3	−2.20	−1.41	−1.47
NM_144788	Hectd1	1.35	1.36	1.80	NM_007934	Enpep	−2.15	−1.48	−1.47
NM_012050	Omd	1.38	1.72	1.39	NM_010357	Gsta4	−1.74	−1.71	−1.66
NM_026159	Retsat	1.35	1.59	1.53	XR_030785	Gm7172	−1.73	−1.68	−1.77
NM_027468	Cpm	1.77	1.37	1.31	NM_008209	Mr1	−2.38	−1.51	−1.33
NM_019713	Rassf1	1.52	1.33	1.55	NM_021273	Ckb	−2.12	−1.64	−1.50
NM_013863	Bag3	1.42	1.55	1.42	NM_009825	Serpinh1	−2.03	−1.51	−1.76
NM_199299	Phf15	1.34	1.43	1.56	NM_010260	Gbp2	−1.87	−1.68	−1.76
NM_026929	Chac1	3.69	−1.68	2.22	XR_030619	LOC100044416	−1.90	−1.72	−1.70
NM_026448	Klhl7	1.49	1.31	1.43	NM_018734	Gbp3	−2.11	−1.37	−1.87
ENSMUST00000052189	B230317F23Rik	1.40	1.38	1.43	NM_009425	Tnfsf10	−1.79	−1.40	−2.19
NM_026493	Cspp1	1.35	1.35	1.49	NM_008695	Nid2	−2.25	−1.61	−1.55
NM_001081101	4933407H18Rik	1.47	1.36	1.33	NM_009930	Col3a1	−1.70	−1.79	−1.93
NM_001033208	Gcom1	1.50	1.34	1.32	NM_020282	Nqo2	−2.08	−1.75	−1.61
NM_198020	Trmt1	1.46	1.33	1.31	NM_010700	Ldlr	−2.41	−1.60	−1.55
NM_026160	Map1lc3b	1.41	1.34	1.34	NM_007631	Ccnd1	−1.40	−2.12	−2.31
NM_138953	Ell2	1.35	1.41	1.31	ENSMUST00000071723	Akap2	−2.75	−1.44	−1.78
NM_009349	Inmt	3.33	−1.74	2.47	NM_054098	Steap4	−2.77	−1.67	−1.59
NM_183288	Sh3d20	1.31	1.37	1.35	NM_025558	Cyb5b	−2.68	−1.84	−1.59
NM_019861	Ctsf	1.35	1.33	1.32	NM_025436	Sc4mol	−1.81	−3.09	−1.38
NM_178873	Adck2	1.32	1.32	1.31	NM_007856	Dhcr7	−1.96	−2.81	−1.72
NM_026779	Mocos	1.37	−1.37	3.29	NM_011498	Bhlhe40	−2.09	−1.41	−3.05
NM_010442	Hmox1	1.48	−1.47	2.74	NM_011923	Angptl2	−1.80	−1.47	−3.30
NM_007521	Bach2	1.90	−1.34	2.16	NM_027249	Tlcd2	−3.24	−2.08	−1.42
NM_009346	Tead1	2.60	1.35	−1.47	NM_011579	Tgtp	−2.17	−1.95	−2.95
BC049153	2610024B07Rik	2.63	1.30	−1.55	NM_010255	Gamt	−5.02	−1.73	−1.53
NM_026433	Tmem100	−1.98	2.32	2.03	NM_145360	Idi1	−2.57	−4.38	−1.43
NM_018760	Slc4a4	2.22	1.49	−1.36	NM_053078	D0H4S114	−3.72	−2.12	−2.57
AY140896	LOC433762	−1.42	2.09	1.60	NM_011480	Srebf1	−3.01	−3.85	−1.56
NM_023617	Aox3	2.38	−1.53	1.40	NM_007988	Fasn	−3.01	−2.69	−3.32
NM_010831	Sik1	1.83	−1.56	1.92	NM_009270	Sqle	−2.49	−5.00	−1.77
NM_025638	Gdpd1	2.11	1.37	−1.40	NM_009128	Scd2	−9.70	−1.81	−2.40

Genes with >1.3x change (FDR5) in all investigated tissues.

### Fasting-mediated downregulation of Srebp pathways is common to major metabolic tissues

It was reported that p53 is capable of suppressing the promoter of the gene encoding the transcription factor sterol-regulatory element binding protein 1 (Srebp1 [60]). The Srebp family consists of three members: Srebp1a and Srebp1c, both transcribed from the same gene *Srebf1*, with Srebp-1c being the predominant isoform to regulate lipogenesis in metabolic tissues, such as WAT and LIV; and Srebp2, transcribed from the *Srebf2* locus and responsible for regulation of sterol metabolism [61-63]. Consistent with these reports, a Metacore analysis on the common list delivers “Regulation of lipid metabolism” as top ranking pathways with the Srebp family of transcription factors in its center (Additional file 5). 

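Srebf1 (probe set 10386473) fell in LIV from 9.50 ± 0.09 (SD, n = 4) in fed to 7.55 ± 0.41 (SD, n = 5) in fasted mice, a change of −1.95 (standard error 0.16, adjusted p = 9.19e-10). The fall in WAT, from 9.32 ± 0.27 (SD, n = 5) to 7.73 ± 0.23 (SD, n = 5) (change −1.59, standard error 0.15, adjusted p = 4.83e-09), was larger than in SM (WAT minus SM −0.95 (standard error 0.22, adjusted p = 0.00259)). In SM, Srebf1 fell from 8.09 ± 0.19 (SD, n = 5) to 7.45 ± 0.14 (SD, n = 4) (change −0.64, standard error 0.16, adjusted p = 0.00332), and SM minus LIV was 1.30 (standard error 0.22, adjusted p = 0.000128). Srebf2 (probe set 10425695) changed less. It fell in WAT from 8.04 ± 0.12 (SD, n = 5) to 7.63 ± 0.07 (SD, n = 5) (change −0.41, standard error 0.08, adjusted p = 0.000293), and without fed WAT 3 its change of −0.38 was under 1.3-fold. In SM it fell from 7.23 ± 0.08 (SD, n = 5) to 6.84 ± 0.15 (SD, n = 4) (change −0.40, standard error 0.09, adjusted p = 0.000856). This too was under 1.3-fold over all 30 arrays (−0.30) and without fed muscle 5 (−0.37), fasted muscle 2 (−0.35) or fasted muscle 3 (−0.37). In LIV, Srebf2 went from 8.83 ± 0.12 (SD, n = 4) to 8.49 ± 0.19 (SD, n = 5) (−0.34, standard error 0.09, adjusted p = 0.00665), a 1.27-fold decrease that is under the minimum, and passed it without fed liver 1 (−0.38). With all 30 arrays Srebf1 changed by −1.97 in LIV and −0.76 in SM, and Srebf2 by −0.37 in LIV. The arrays left out as PCA outliers read 9.61 (Srebf1) and 8.97 (Srebf2) for fed liver 4, and 6.88 and 7.33 for fasted muscle 5.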

As mapped in Figure 4C, we find *Srebf1* and *Srebf2* downregulated in all three tissues (LIV Srebp2 is not mapped because it shows a significant 1.26x downregulation, not meeting our 1.3x cut-off). 

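Scd2 (probe set 10463355), a stearoyl-CoA desaturase, fell in WAT from 11.10 ± 0.36 (SD, n = 5) in fed to 7.82 ± 0.13 (SD, n = 5) in fasted mice (change −3.28, standard error 0.17, adjusted p = 7.88e-14), in LIV by 0.86 (standard error 0.18, adjusted p = 0.00133) and in SM by 1.26 (standard error 0.18, adjusted p = 4.93e-06). Acss2 (probe set 10477649), which makes acetyl-CoA from acetate, fell in WAT from 9.66 ± 0.51 (SD, n = 5) to 8.11 ± 0.06 (SD, n = 5) (change −1.55, standard error 0.14, adjusted p = 2.08e-09) and in LIV from 10.79 ± 0.16 (SD, n = 4) to 9.42 ± 0.08 (SD, n = 5) (change −1.37, standard error 0.15, adjusted p = 1.35e-07). In SM its change was −0.13 (adjusted p = 0.612), and WAT minus SM was −1.42 (standard error 0.20, adjusted p = 9.44e-06). Acaca (probe set 10394538), the acetyl-CoA carboxylase of the cytosol, fell in WAT (−0.77, standard error 0.16, adjusted p = 0.000547) and LIV (−0.66, standard error 0.17, adjusted p = 0.00867). Its change of −0.46 in SM (adjusted p = 0.0537) did not pass over the 28 arrays and passed over all 30 (adjusted p = 0.0306) and without fed muscle 4 (adjusted p = 0.00581), fed muscle 5 (adjusted p = 0.0285), fed WAT 2 (adjusted p = 0.0404) or fed WAT 4 (adjusted p = 0.0326). Scd1 (probe set 10467979), another desaturase, fell in SM from 11.75 ± 0.56 (SD, n = 5) to 10.99 ± 0.32 (SD, n = 4) (change −0.76, standard error 0.17, adjusted p = 0.00169), a call lost with SM fitted on its own (adjusted p = 0.0619) and with fasted muscle 1 left out in place of fasted muscle 5 (adjusted p = 0.0820). Its changes were 0.00 in WAT (adjusted p = 0.995) and −0.27 in LIV (adjusted p = 0.363), and WAT minus SM was 0.76 (standard error 0.24, adjusted p = 0.0268). On fed WAT 5 it read 13.13, as high as albumin on fed liver 5 (13.06). A fall at such a level could be understated, so the WAT value does not exclude one and the size of the difference is uncertain. When all 30 arrays are used, Scd1 in SM changed by −0.55, with fasted muscle 5, left out as a PCA outlier, at 12.04. Of the 7 genes of Fig. 4E, which the study chose with these samples in hand and which are thus no independent evidence, 6 fell in WAT, 6 in LIV and 4 in SM, and none rose (6, 6 and 6 down adjusted over the list alone, and 6, 6 and 5 over all 30 arrays; adjusted p = 3.75e-07, 2.27e-08 and 0.00139). With an estimated correlation these were adjusted p = 0.0624 in WAT, 0.0196 in LIV and 0.266 in SM. The longer list of 16 genes had 11 down and none up in LIV (12 down adjusted over the list alone; median −0.91, adjusted p = 1.65e-13, adjusted p = 0.0123 with an estimated correlation), and 7 down and 2 up in SM (8 and 2 adjusted over the list alone, and also over all 30 arrays; median −0.49, adjusted p = 0.00266, adjusted p = 0.372 with an estimated correlation). In SM, the carboxylase regulator gene Mid1ip1 rose (0.86, adjusted p = 3.20e-06), which fell in WAT and LIV. Of 10 adipocyte markers in SM, 3 fell (1 over all 30 arrays) and none rose (mean change −0.50, adjusted p = 0.145 for the list). With the mean of these markers as a covariate, read for these genes after their values were seen, 8 of the 9 calls of the longer list in SM stayed, while Scd1 changed by −0.36 (standard error 0.079, adjusted p = 0.00141), under 1.3-fold. Acaca changed by −0.17 in SM with this covariate (adjusted p = 0.484) and by −0.60 with the mean of the slow-fibre markers (adjusted p = 0.00316).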

Concordantly, established Srebp1 downstream genes, coding for enzymes which encompass the fatty acid biosynthesis pathway like *Acss2*, *Acaca*, *Fasn*, *Scd1*, and *Scd2*[64], are robustly down-regulated by fasting in our data (Figure 4E, Table 2). Further, DAVID analyses for the set of commonly regulated genes (Figure 4B) as well as for regulated liver genes (Additional file 6) yields GO biological processes that refer to steroid metabolism and, more specifically, to cholesterol biosynthesis. As a pivotal regulator of cholesterol homeostasis in cells, Srepb2 mediates its effects by control of *de novo* synthesis and/or by regulation of cholesterol import [65]. To regulate *de novo* synthesis, Srebp2 (and to some extent also Srebp1) binds to promoters of most of the enzymes in the cholesterol biosynthesis pathway [63]. We find that transcripts for most of these enzymes are significantly downregulated or show at least a trend to downregulation (Figure 4F). 

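Fasting lowered 15 of 17 measured enzymes of cholesterol synthesis in LIV, with none up and 2 that did not pass (15 down adjusted over the list alone). Their median change was −1.59 (adjusted p = 2.22e-35 for the list, adjusted p = 0.000810 with an estimated correlation). Sqle (probe set 10424349) fell from 9.62 ± 0.17 (SD, n = 4) in fed to 7.30 ± 0.66 (SD, n = 5) in fasted livers (change −2.32, standard error 0.23, adjusted p = 2.77e-08), Nsdhl by 2.16 (standard error 0.13, adjusted p = 3.96e-12), Idi1 by 2.13 (standard error 0.16, adjusted p = 1.13e-10) and Mvd, the mevalonate diphosphate decarboxylase, by 2.06 (standard error 0.16, adjusted p = 3.86e-10). Hmgcs1 (−1.52, adjusted p = 6.10e-07), Cyp51 (−1.89, adjusted p = 1.37e-07) and Fdft1 (−1.28, adjusted p = 3.25e-09) fell in LIV too. In SM, 4 of the 17 fell, none rose and 13 did not pass (4 down adjusted over the list alone; median −0.22). These were Sqle (−0.82, adjusted p = 0.00874), Dhcr7, the last enzyme of the pathway (−0.78, adjusted p = 9.02e-06), Idi1 (−0.52, adjusted p = 0.0158) and the sterol oxidase gene Msmo1 (−0.47, adjusted p = 0.0175), the last not without fasted muscle 2 (adjusted p = 0.0960). The list passed in SM over the 28 arrays (adjusted p = 0.0406, adjusted p = 0.645 with an estimated correlation), but not without fed muscle 1 (adjusted p = 0.0638), 2 (0.0513) or 3 (0.0547), without fasted muscle 2 (0.0733) or 4 (0.0564), or without dim probe sets (0.106). With the mean of the adipocyte markers as a covariate in SM, a setting applied after the values were seen, Sqle (−0.66, adjusted p = 0.0635) and Idi1 (−0.44, adjusted p = 0.0767) no longer passed, and Dhcr7 and Msmo1 did. Of the 22 genes of Fig. 4F, a list the study drew up with these samples and so no independent evidence, 17 were measured, and 13 fell in WAT, 15 in LIV and 5 in SM with none up (13, 15 and 5 adjusted over the list alone, and 13, 15 and 4 over all 30 arrays; adjusted p = 9.36e-09, 3.25e-32 and 0.0324). With an estimated correlation these were adjusted p = 0.148 in WAT, 0.00140 in LIV and 0.645 in SM.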

The internalization of cholesterol is regulated by Srebp-mediated transcription of the LDL-receptor Ldlr (down in all three tissues). Figure 4F shows a heatmap of these Srebp2 target genes [63] and impressively demonstrates reduction of transcripts for nearly all components of the cholesterol biosynthesis and uptake pathway in the investigated tissues. Given the extensive and intricate networks that, depending on sterol or nutrient availability, post-translationally regulate processing and activation of membrane-bound SREBPs [66], our finding that fasting broadly regulates Srebp-dependent pathways already at the transcriptional level is rather surprising. Especially in liver, this downregulation of cholesterol biosynthesis in combination with the upregulation of *Hgmcs2* (Figure 1A and Figure 4F), which condenses acetoacetyl CoA and acetyl CoA to β-hydroxy β-methylglutaryl CoA, hints to a diversion of substrate from sterol synthesis to ketone body synthesis.

Hence, based on our analyses on genes regulated in WAT, LIV, and SM, we hypothesize a shared mechanism that responds to the fasting stimulus in all three tissues: The p53 signaling pathway is activated by fasting in WAT, LIV, and SM (perhaps via AMPK as described in [67]). 

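Of the 5 genes of Fig. 4D measured here, Cdkn1a, Lpin1, Sesn1 and Sesn2 rose and Srebf1 fell in WAT and in SM, and in LIV Cdkn1a, Lpin1 and Sesn2 rose, Srebf1 fell and Sesn1 did not pass the test (the same numbers adjusted over the list alone: 4 up and 1 down, 4 up and 1 down, and 3 up and 1 down). The study chose these genes with the samples in hand, so their direction is no independent evidence. Their median change was 0.87 in WAT (adjusted p = 0.0155, adjusted p = 0.0846 with an estimated correlation), 0.78 in LIV (adjusted p = 0.0469, adjusted p = 0.127 with an estimated correlation) and 0.71 in SM (adjusted p = 0.000818, adjusted p = 0.0117 with an estimated correlation). The LIV call was lost without fed liver 3, fasted liver 4 or 5, fed muscle 1, 3, 4 or 5, fasted muscle 1, 3 or 4, fed WAT 1, 3, 4 or 5, or fasted WAT 1, 2, 3 or 4 (adjusted p = 0.0500 to 0.0620), with LIV fitted on its own (0.165) and without dim probe sets (0.114), and the last also ended the WAT call (adjusted p = 0.0699). Of 37 direct p53 targets, 4 (Cdkn1a, Sesn2, Trp53inp1 and Plk2) were among the 191 genes shared by the 3 tissues (Fisher's exact test, adjusted p = 0.00237), and all but Trp53inp1 had been seen in Table 2. From its analyses of the genes regulated in the 3 tissues, the paper hypothesizes that fasting activates p53 signaling in all 3 tissues, perhaps through AMPK, and that coactivators such as Ppargc1a direct p53 to its targets. It proposes that targets such as Lpin1 might contribute to the shift to fatty acid oxidation, and that a p53-mediated fall of Srebp1 is followed by repression of fatty acid synthesis.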

Coactivators like Ppargc1a direct p53 to promoters/enhancers of genes targeted for transcription activation or repression when nutrients are lacking. Upregulation of p53 targets such as Lpin1 might contribute to the shift of fasted tissues to fatty acid oxidation to provide energy substrates. The observation that p53 knock-out mice are incapable of inducing liver fatty acid oxidation upon fasting [54] underlines this hypothesis. In addition, a p53-mediated downregulation of Srebp1 is followed by a repression of fatty acid biosynthesis (Figure 4C and E). However, we note that other (parallel) pathways that are regulated at the post-translational level, and therefore not reflected in RNA levels, could be responsible for some of the observed effects, such as downregulation of Srebp transcripts. One conceivable example is the activation of AMPK by fasting which, via subsequent deactivation of mechanistic target of rapamycin complex 1 (mTORC1), could be responsible for the decrease in Srebp mRNA [62]. However, based on our analyses we propose a novel and potentially crucial role for p53 in fasting, which eventually could manifest in profound transcriptional changes in several metabolic pathways. Although functional proof of this mechanism is necessary, several reports support our model [52,54,55,58-60].

### Validation of expression of top-ranked genes commonly regulated by fasting in WAT, LIV, and SM

To validate the microarray data by means of qPCR we selected the top 3 genes from Table 2 (highest average expression across WAT, LIV, and SM: *Ddit4*, *Cdkn1a*, and *Cebpd),* none of which have previously been functionally described in the context of fasting in mice, as well as *Per1* and *Fasn*, known responders to food deprivation and thereby positive controls (Figure 5). Per1 is an essential regulator in the core clock machinery of circadian rhythm [10,68] and, in LIV and AT at the beginning of the light phase, it was previously shown that its expression is higher in fasting compared to control fed mice [69,70]. This difference is due to a circadian phase shift that takes place during an extended fasting period [69]. As mentioned above Fasn has long been known to be a downstream target gene of Srebp1 and is downregulated due to the drop in Srebp1 levels during fasting [71,72]. The basic-leucin zipper transcription factor Cebpd has been described in a number of cellular contexts, such as osteogenesis and adipogenesis (reviewed in [73]). Cebpd expression is known to respond to glucocorticoids and to increased cAMP levels, both of which could explain its upregulation upon fasting. Cdkn1a (p21) as a major p53 target gene, is mainly described as a cell cycle and apoptosis regulator that inhibits cyclin-dependent kinases [74] and has no known role in fasting. Finally, Ddit4, a gene initially reported to be readily induced by dexamethasone [75] as well as upon certain cellular stresses (e.g. hypoxia [76] and exercise in muscle [77]), shows the highest extent of upregulation in WAT and SM in the common list (Table 2). 

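Ddit4 (probe set 10369290) rose in WAT from 6.93 ± 0.29 (SD, n = 5) in fed to 9.91 ± 0.28 (SD, n = 5) in fasted mice, a change of 2.97 (standard error 0.19, adjusted p = 5.19e-12). In SM it rose from 6.06 ± 0.47 (SD, n = 5) to 10.21 ± 0.29 (SD, n = 4), a change of 4.15 (standard error 0.20, adjusted p = 2.99e-14). These were the largest rises in each of the 2 tissues among the 191 shared genes, ahead of Peg3 and Trp53inp1 in WAT and of Cebpd and E230001N04Rik in SM. In LIV, Ddit4 rose from 5.23 ± 0.09 (SD, n = 4) to 7.39 ± 0.37 (SD, n = 5), a change of 2.16 (standard error 0.20, adjusted p = 1.58e-08), behind Cdkn1a, Fkbp5 and E230001N04Rik. The change in SM was larger than that in LIV by 1.99 (standard error 0.29, adjusted p = 1.43e-05), and WAT minus SM was −1.17 (standard error 0.28, adjusted p = 0.00376). From all 30 arrays, Ddit4 changed by 1.95 in LIV and 4.09 in SM.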

Interestingly, it has also been described as a p53 target gene [78], which led us to further investigate it (see below). Hence, we confirmed fasting-mediated regulation of all genes selected for qPCR validation in all three tissues (Figure 5A) and show a strong correlation with the microarray measurements for all these genes (Figure 5B, r^2^ = 0.91). This introduces three intriguing and novel players in the response to fasting.

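On the arrays, the fasted and fed mice of the 28 arrays did not overlap for any of the 5 genes in any of the 3 tissues. Cebpd (probe set 10433885) rose in WAT by 1.75 (standard error 0.13, adjusted p = 6.66e-11), in LIV by 1.19 (standard error 0.14, adjusted p = 4.22e-07) and in SM by 3.09 (standard error 0.14, adjusted p = 4.40e-15), where it went from 5.91 ± 0.27 (SD, n = 5) to 9.00 ± 0.18 (SD, n = 4). Per1 (probe set 10377439) rose by similar amounts in WAT (1.33, standard error 0.13, adjusted p = 8.53e-09), LIV (1.66, standard error 0.14, adjusted p = 1.05e-09) and SM (1.41, standard error 0.14, adjusted p = 8.82e-09). Fasn (probe set 10393970), the fatty acid synthase, fell in WAT from 12.58 ± 0.18 (SD, n = 5) to 10.99 ± 0.25 (SD, n = 5) (change −1.59, standard error 0.26, adjusted p = 3.12e-05), in LIV by 1.43 (standard error 0.28, adjusted p = 0.000652) and in SM by 1.73 (standard error 0.28, adjusted p = 2.78e-05), where fed arrays ranged from 8.15 to 10.4 and fasted ones from 7.53 to 7.77. Across the 5 fed muscle arrays, Fasn followed the same order as the mean of the adipocyte markers, and with that mean as a covariate, chosen after these values were seen, its fall in SM was 1.18 (standard error 0.19, adjusted p = 5.48e-05). Ddit4 ranged from 6.59 to 7.33 in fed and 9.59 to 10.2 in fasted WAT, and Cdkn1a from 6.50 to 6.99 in fed and 9.56 to 10.5 in fasted LIV. Over all 30 arrays the changes of Cebpd, Per1 and Fasn were 1.15, 1.55 and −1.44 in LIV and 3.05, 1.39 and −1.67 in SM. The fed liver 4 array, left out as a PCA outlier, read 6.27 for Ddit4, 6.35 for Cdkn1a, 5.09 for Cebpd, 7.20 for Per1 and 11.03 for Fasn. The fasted muscle 5 array, left out for the same reason, read 9.94, 10.77, 8.76, 8.99 and 7.93 in that order.

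**Figure D2:**
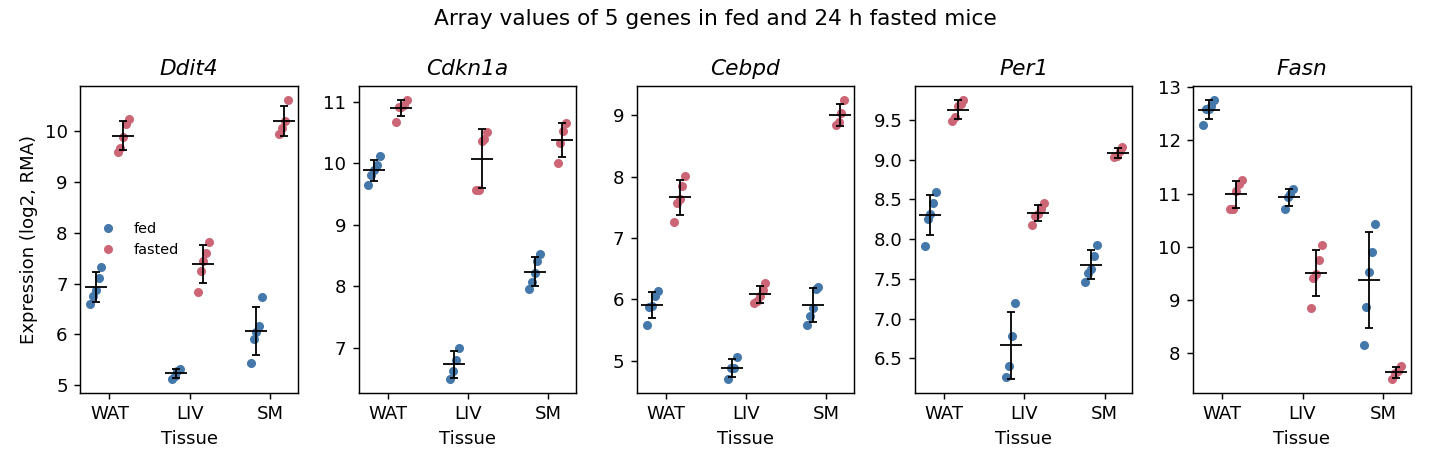
Array value (RMA, log2; y axis) of Ddit4, Cdkn1a, Cebpd, Per1 and Fasn in WAT, LIV and SM (x axis) of fed (blue) and 24 h fasted mice (red). Each point is 1 of the 28 arrays used, and bars give the mean and SD of a group of 4 or 5. Fasted Ddit4, Cdkn1a, Cebpd and Per1 lie above and fasted Fasn below the fed values in each tissue.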

**Figure 5:**
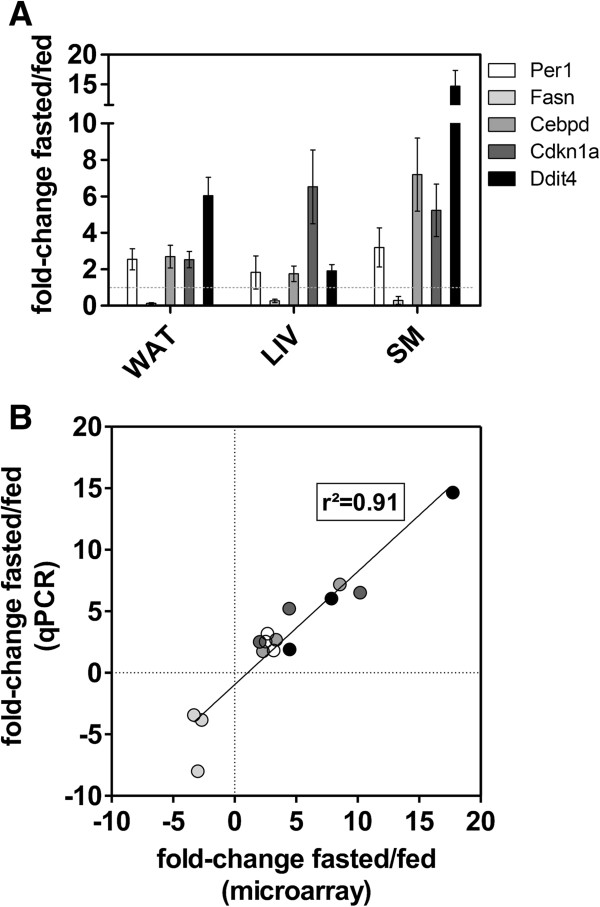
**Validation of selected candidates by qPCR. (A)** Five genes differentially regulated in WAT, LIV, and SM were selected for qPCR validation of microarray results (n = 5). All differences indicated between fasted and control fed are significant with a p-value < 0.05 (two-tailed, unpaired student’s t-test). **(B)** Scatterplot of expression levels measured with qPCR and microarrays. Goodness of fit (r^2^) is calculated with linear regression. Grey shading is according to legend in A.

### Ddit4 is fasting-induced in WAT, LIV, and SM and is inducible by p53 activation in cultured adipocytes

To investigate p53 signaling as a common fasting regulator in WAT, LIV, and SM, we focused on DNA damage-induced transcript 4 (Ddit4, aliases: Redd1, Dig2, Rtp801), the top ranking gene in Table 2 which has been described as functional p53 target gene [78]. In all three tissues investigated, Ddit4 mRNA is upregulated at latest by 24 hours after onset of fasting and overnight fasting is sufficient to increase Ddit4 protein levels (Figure 6A), which has been shown by others in gastrocnemius muscle of rats [79]. In our data, differences in the magnitude of fasting-induction between the mRNA and protein level (compare SM mRNA at the 24 h time point with protein levels in Figure 6A) could be explained by the fact that Ddit4 protein stability is highly regulated in different cell systems [80-82]. However, especially in adipose tissue Ddit4 protein seems to be stably induced when mice are fasted. To show that Ddit4 can be directly induced by p53 in adipocytes, we treated mature C3H10T1/2 adipocytes for 6 hours with Nutlin-3, a specific p53 activator [83]. Nutlin-3 treatment led to an increase of Ddit4 mRNA similar to the canonical target Cdkn1a (Figure 6B). Most importantly, Ddit4 protein was also stably induced in all replicates (Figure 6B). In addition, the p53 targets Sesn2 and Srebf1 were regulated by Nutlin-3 in a way similar to the in vivo fasting situation (compare their expression in Figure 6B and 4D). Hence, Ddit4 is stably induced by fasting and upregulated by p53 activation in cultured adipocytes.

**Figure 6:**
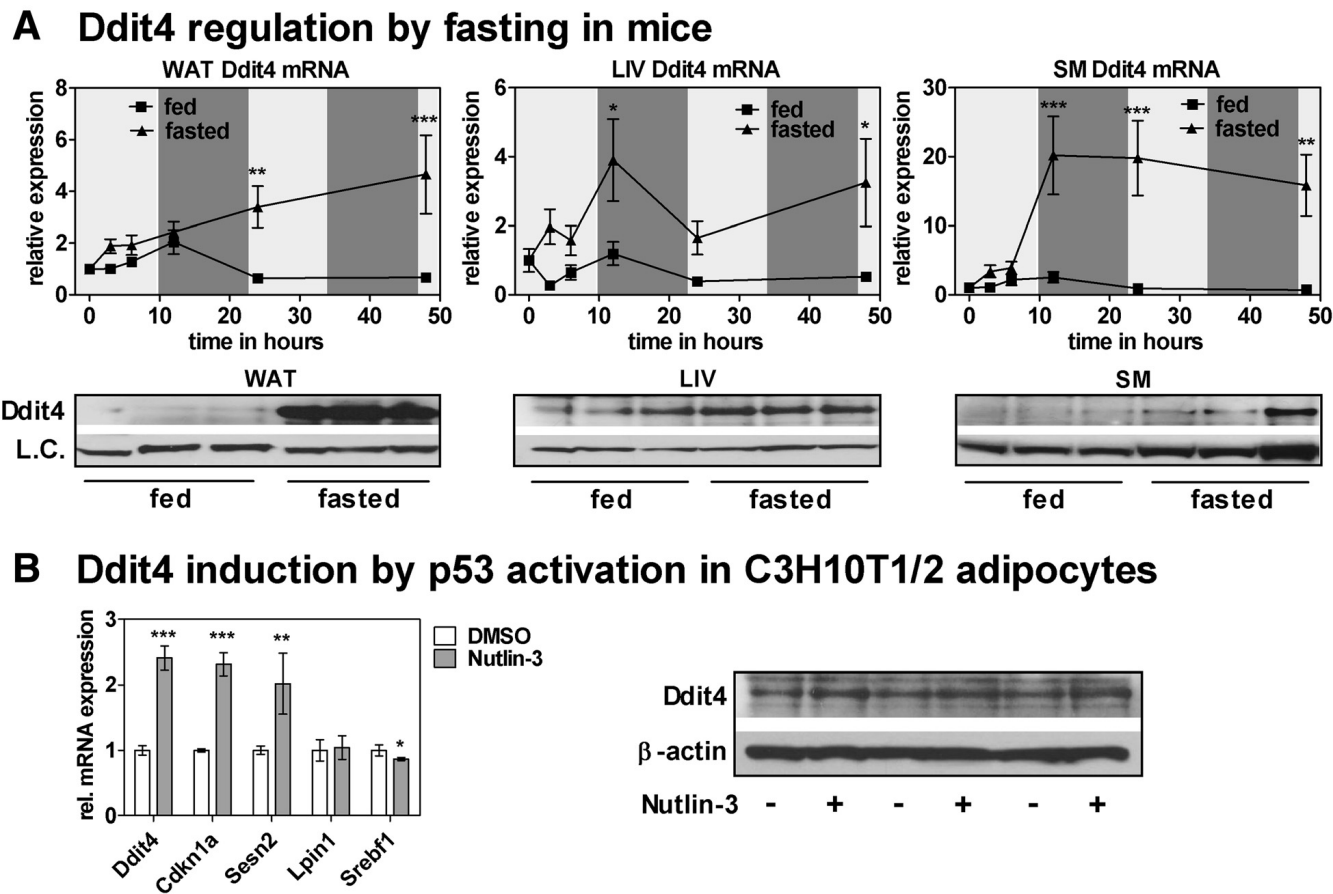
**Ddit4 is induced during fasting and upregulated by p53 activation in cultured adipocytes. (A)***In vivo* regulation of Ddit4 in fasted and fed mice. Relative expression values from qPCR measurements (n = 5) were normalized to 36b4 expression and the value for the first time point was set to 1. Significance was determined with a 2-way ANOVA followed by a Bonferroni posttest to determine significance for the single time points (*p < 0.05; **p < 0.01; ***p < 0.001). Western blots were performed with tissue samples from six month old mice fed a chow diet (fed) or fasted overnight (fasted). Samples are from three littermates each. The following proteins served as loading controls (L.C.): β-actin for WAT and LIV, β-tubulin for SM. **(B)** 10 μM Nutlin-3, a specific p53 activator, was used to treat mature C3H10T1/2 adipocytes (day 7 of differentiation) for 6 hours. qPCR mRNA measurements (n = 3) were normalized to 36b4 expression and related to control cells (treated with DMSO). A two-tailed, unpaired student’s t-test was used to determine statistical significance (*p < 0.05; **p < 0.01; ***p < 0.001). The western blot shows data from three independent replicates treated with Nutlin-3 (+) or DMSO (−) using β–actin as loading control.

### Overexpression of Ddit4 is sufficient to increase lipolysis in cultured adipocytes

In a recent report Ddit4 was shown to be involved in lipid metabolism in adipocytes signaling via the mTORC1 pathway [81]. Also in other studies, Ddit4 has been repeatedly described as a negative regulator of mTORC1 in a variety of cell types [84,85]. Interestingly, in the context of starvation, the nutrient-sensitive mTORC1 pathway needs to be suppressed for the proper fasting response in liver [86] and its suppression induces lipolysis in adipocytes [87]. Hence, we examined whether upregulation of Ddit4 promotes lipolysis in adipocytes by inhibiting mTORC1 activity. For this we transiently overexpressed Ddit4 in differentiated C3H10T1/2 adipocytes (Figure 7A) and determined glycerol and FFA in the medium as a measure of lipolysis. Indeed, we observed a ~30% increased glycerol release and a ~40% increased FFA release from Ddit4 overexpressing cells compared to the empty vector control (Figure 7B), while expression of genes in the lipolytic pathway remained unchanged (Figure 7A). Upon β-adrenergic stimulation (1 hour 1 μM isoproterenol) the increase in lipolysis upon Ddit4 overexpression was still evident, although not statistically significant (Figure 7C). However, as assayed by phosphorylation of the downstream target S6K1 at threonine 389, mTORC1 activity was unchanged despite effective overexpression of Ddit4 (western blot in Figure 7A). An antibody against total S6K1 protein served as loading control and cells treated with rapamycin, a potent exogenous mTORC1 inhibitor, as control for phosphorylation-specific S6K1 antibody. Others have reported that, in SM, dexamethasone-mediated Ddit4 increase leads to reduced mTORC1 signaling [88], but, judging from our data, in adipocytes Ddit4-mediated lipolysis seems to be independent of mTORC1 activity. This is consistent with the observation that the Ddit4-mTORC1 axis is functional in some cell types but not in others [75]. Further, as knock-down of Ddit4 was reported to decrease insulin-stimulated de-novo lipogenesis in adipocytes [81], we wanted to rule out that the observed increase in lipolysis upon Ddit4 overexpression is merely an effect of increased lipogenesis and with that higher lipid content per se. In addition to an unchanged phenotype as shown by mRNA expression of adipocyte-specific genes (Figure 7A), we did not detect an increase in the incorporation of radio-labeled glucose into total lipids in Ddit4 overexpressing cells compared to control cells (Figure 7D). Rather, a small decrease in lipogenesis was observed (Figure 7D), which is consistent with a potential role of Ddit4 in regulating fasting responses in adipocytes. Hence, our data on the p53-target Ddit4 presents a valuable example for hypothesis generation from a large-scale data set by suggesting a new role in the fine-tuning of the fasting-response in adipose tissue. However, further investigation is needed to elucidate the exact mechanism by which Ddit4 is enhancing lipolysis in adipocytes, because we show that this is independent form mTORC1 and de-novo lipogenesis.

**Figure 7:**
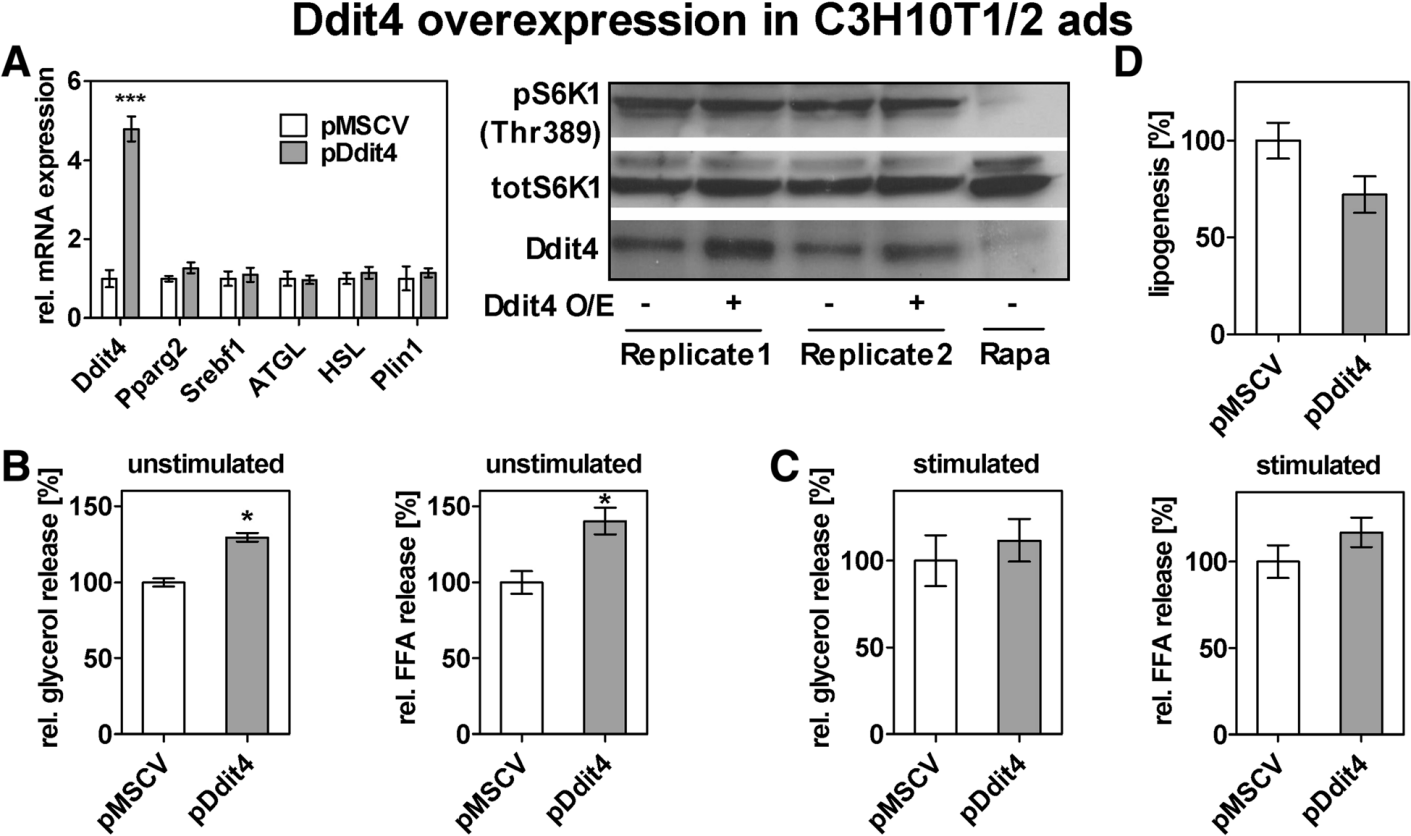
**Transient overexpression of Ddit4 is sufficient to induce lipolysis in cultured adipocytes. (A)-(D)** C3H10T1/2 cells were differentiated to adipocytes for 7 days. Cells were detached and electroporated in the presence of either empty vector (pMSCV) or Ddit4 overexpression vector (pDdit4). **(A)** 48 hours later cells were harvested to measure mRNA (left qPCR) and protein (right western blots), and supernatants were collected for glycerol and FFA assay. qPCR measurements (n = 3) were normalized to 36b4 expression and related to control cells and a two-tailed, unpaired student’s t-test was used to determine statistical significance (***p < 0.001). Western blot shows 2 biological replicates and a control treated with 100 nM rapamycin (Rapa). **(B)** and **(C)** Glycerol and FFA in cell supernatants were determined, normalized to protein content and related to measurements from control cells to yield the relative release caused by Ddit4 overexpression in unstimulated **(B)** and isoproterenol-stimulated (1 μM, 1 hour) **(C)** conditions. Significance was determined by a one-sample t-test (* p < 0.05). **(D)** Electroporated C3H10T1/2 adipocytes were incubated overnight with medium containing ^14^C-labeled deoxy-glucose. Incorporated radioactivity was counted in the lipid extract and related to controls (n = 3). A statistically significant difference was not detected by a one-sample t-test.

## Conclusions

In this study, we took a comprehensive view on the fasting process in mice. Our combination of focused and genome-wide approaches reveals several fasting-related findings: (i) We provide a novel view on the immediate and dynamic response to fasting in mice during a 48 hour period. These experiments focus on the timely regulation of liver genes relayed through the Ppara signaling pathway, which manifests in coordinated changes of serum parameters. The observed responses occur very early (between 3 to 6 hours) after onset of fasting and show simultaneous activation of different pathways. (ii) To our knowledge this is the first study focusing on the transcriptome response of white adipose tissue in fasted mice. With our bioinformatic analyses we identify an upregulation of apoptosis-related transcripts as well as a strong enrichment of transcriptional control components in the set of upregulated genes. (iii) Concentrating our analyses on genes regulated in the three tissues mainly responsible for energy homeostasis during fasting (i.e. white adipose tissue, liver, skeletal muscle), the p53 signaling pathway appears to be a common and central regulator of fasting, possibly partly mediating its effect by down-regulation of the Srepb pathway. (iv) Finally, we performed experiments that prove that Ddit4, a p53 target gene upregulated by fasting in all three tissues, is induced by p53 activation and sufficient to increase lipolysis in cultured adipocytes. In conclusion, our transcriptome study of three tissues combined with bioinformatic analyses and mechanistic in vitro experiments, suggests the p53-Ddit4 axis as a novel mechanism in the fine-tuning of fasting common to major metabolic tissues.

## Methods

### Mouse experiments

Experimental animal procedures were in accordance with institutional guidelines and regulations of the University of Pennsylvania. The institutional review board of the University of Pennsylvania reviewed and approved all mouse experiments. Male wild-type C57Bl/6 J mice (Jackson Laboratories) were kept on regular chow (Research Diets) under standard conditions in a 12 hours day/12 hours night cycle. At an age of 10–12 weeks, animals were separated into two groups of 25 mice each. Food was withdrawn from the fasting group at 9 a.m., while the control group had continuous ad libitum access to their diet. Blood glucose was always determined before sacrificing mice. Mice were sacrificed at the beginning of the study (0 hours) and at 3, 6, 12, 24, and 48 hours after food removal. Mice were sacrificed by CO_2_ inhalation and blood was collected by intra-cardiac puncture, serum isolated and stored at −80°C. Liver, epididymal adipose tissue, and skeletal muscle of the thigh were dissected in that order, flash frozen in liquid N_2_ and stored at −80°C until mRNA extraction**.** For western blot of Ddit4 tissues were dissected from six months old, male C57Bl/6 J mice that were fasted overnight or continuously kept on normal chow diet.

### Serum parameters

Blood glucose was measured by standard glucose oxidase glucometer test strips (One Touch Ultra, Fisher). Serum samples were analyzed using commercially available kits for insulin (#90080 Ultra Sensitive Mouse Insulin ELISA Kit, Crystal Chem), NEFAs (#995-34791 and 993–35191, Wako), glycerol (#F6428, Sigma), and β-hydroxybutyrate (#2440-058, Stanbio). Corticosterone levels were determined with a Mouse/Rat Corticosterone ELISA kit (#55-CORMS-E01, Alpco).

### Tissue isolation

Tissues were homogenized using a TissueLyser (Qiagen). mRNA was isolated by RNeasy spin columns and the RNeasy Lipid tissue kit (#74804, Qiagen), if needed. For tissue western blot, tissues were homogenized (Ultra-turax, IKA) in RIPA buffer, incubated 20 min on ice, and centrifuged (1000 g, 10 min, 4°C). Protein phase was isolated and measured with BCA kit (#23227, Pierce).

### qPCR analyses

For qPCR measurements of tissue gene expression, isolated total RNA was reverse transcribed using High Capacity RNA-to-cDNA Master Mix (#4377474) and amplified using TaqMan Universal PCR Master Mix (#4324018) and measured using gene-specific Assays-on-demand (all Applied Biosystems). Amplifications were performed on an ABI Prism 7900HT machine following manufacturer’s protocols. PCR efficiency was calculated from standard curves and the expression of 36b4 (time series measurements) or Gapdh (verification of microarray measurements, Figure 5) was used for normalization. For cell culture experiments SYBR green qPCR was used. Total RNA was isolated with the GeneElute Mammalian Total RNA kit (#RTN70, Sigma). For reverse transcription Qiagen QuantiTect RT kit (#205311) was used. cDNA was then amplified using Sybr QPCR supermix (#11733-038, Life Technologies) on an ABI 7000 sequence detection system. Primers used Ddit4 (Fw: CCTGCGCGTTTGCTCATGCC; Rev: GGCCGCACGGCTCACTGTAT); Cdkn1a (Fw: GTCTGAGCGGCCTGAAGATTC; Rev: TGTTCCGGGCCCACCCGGGG); Sesn2 (Fw: CGCCACTCAGAGAAGGTTCA; Rev: ACGGGGTAGTCAGGTCATGT); Lpin1 (Fw: GTCGTCGAGCAAGACAGATTCC; Rev: ACCAGGATCCCCATTCTTGG); Srebf1 (Fw: AAGCAAATCACTGAAGGACCTGG; Rev: AAAGACAAGGGGCTACTCTGGGAG); Pparg2 (Fw: TGCCTATGAGCACTTCACAAGAAAT; Rev: CGAAGTTGGTGGGCCAGAA); ATGL (Fw: GTCCTTCACCATCCGCTTGTT; Rev: CTCTTGGCCCTCATCACCAG); HSL (Fw: CCATCTCACCTCCCTTGG; Rev: TCCTTCCCGTAGGTCATAGG); Plin1 (Fw: GGTACACTATGTGCCGCTTCC; Rev: CTTTGCGCTCCGCCTCT); 36b4 was used for normalizaiton (Fw: CAACCCAGCTCTGGAGAAAC; Rev: CCAACAGCATATCCCGAATC). Expression values were calculated with an in-house tool [89] employing the AnalyzerMiner algorithm [90].

### Microarray experiments

Frozen samples of white adipose tissue, liver, and skeletal muscle collected at the 24 hour time point were used for microarray experiments. RNA samples were quantified using a NanoDrop (ND-1000). RNA integrity was examined using an Agilent 2100 Bioanalyzer. RNA samples (150 ng) with RNA integrity number >7 were used for target amplification and labeling via the Ambion WT Expression kit (#4411974) and Affymetrix WT Terminal Labeling kit (#900671) following manufacturer’s protocol. Mouse Gene 1.1 ST Array Plates (#901418, Affymetrix) were used for microarray hybridization, wash, stain and scan with GeneTitan hyb-wash-stain kits (#901622, Affymetrix) and a GeneTitan instrument. GeneTitan scanner data were collected with default parameters and further analyzed using Partek Genomics Suite. Data were normalized using default RMA method. A two-way ANOVA model with an interaction term between diet (fed or fasted) and tissue (liver, skeletal muscle and white adipose tissue) was set up. Pairwise comparisons were made between fed and fasted diet for each tissue. The resulting p-values of significance were corrected for multiple testing using Benjamini-Hochberg’s false discovery rate (FDR) method. Genes within 5% FDR and changed at least by 1.3-fold in either direction were called differentially expressed. Data was deposited in NCBI gene expression omnibus (GEO) with the accession number GSE46495.

### Functional annotations and mappings

For DAVID functional annotation, Gene IDs of differentially regulated gene lists (1.3x, FDR5) were submitted to the DAVID website [43,91]. GO_FAT terms and KEGG pathways were considered significantly enriched if the Benjamini-Hochberg corrected p-value was >0.05. For functional clustering only enrichment scores (negative logarithm of geometric mean of p-values of entities in each cluster) larger than three were considered because they contain at least one entity with a significant p-value after multiple testing correction (<0.05). Gene-set enrichment analysis [45] was performed with all genes from the WAT microarrays as “expression data set” and the lists of transcription factor sub-classes, cofactors, and chromatin remodelers from AnimalTFDB [44] as “gene sets database”. The Venn diagram for intersection of genes differentially expressed in all tissues was drawn using BioVenn [92]. MetaCore enrichment analysis matches gene IDs of possible targets for the “common”, “similar” and ”unique” sets (differentially expressed in all 3, 2 out of 3, and only 1 tissue, respectively) with gene IDs in functional ontologies in MetaCore. The probability of a random intersection between a set of IDs the size of target list with ontology entities is estimated in p-value of hypergeometric intersection. Heatmaps for Figure 4 were generated with Genesis [93].

### cDNA cloning

The Ddit4 coding sequence was PCR-amplified with coding sequence-flanking primers from mouse adipose tissue cDNA and cloned into a pMSCV mammalian expression vector (Life Technologies) between XhoI and EcoRI restriction sites using standard procedures. Correct cloning was verified by sequencing of the whole insert.

### Cell culture experiments

C3H10T1/2 cells were maintained in growth medium (High-glucose Dulbecco’s modified Eagle’s medium supplemented with 10% FBS, 2 mM L-glutamine, 100 U/ml penicillin, 100 mg/ml streptomycin (all from Life Technologies)). Two days post-confluent cells were induced to undergo adipogenesis by addition of 1 μM dexamethasone, 500 μM 3-isobutyl-1-methylxanthine, 5 μg/ml insulin (all Sigma), and 1 μM rosiglitazone (Alexis) as described by others [94]. From day 3 on growth medium was only supplemented with 1 μg/ml insulin for 2 days before switching back to normal growth medium. For Nutlin-3 treatments day 7 adipocytes were treated for 6 hours with 10 μM of Nutlin-3 (Sigma) or DMSO as control, before cells were harvested for RNA and protein analysis. For Ddit4 overexpression day 7 adipocytes were detached with a trypsin (0.25%)/collagenase (0.5 mg/ml) mix, washed and resuspended in electroporation buffer R (Neon electroporation kit, #MPK1025, Life Technologies) containing 1 μg of either empty overexpression vector (pMSCV, Life Technologies) or vector with Ddit4 coding sequence at a concentration of 30,000 cells/μl. Electorporation was performed in 10 μl tips with 1400 V/30 ms pulses using a Neon transfection system (Life Technologies). Three electroporation reactions were reseeded in one well of a 12-well plate in growth medium without antibiotics, which was replaced by normal growth medium on the next day for RNA, protein and glycerol measurements. For FFA measurements 2% FFA-free BSA (#K31-002, PAA) containing growth medium without FBS was used. These media were supplemented with 100 nM rapamycin or 1 μM isoproterenol for 1 hour where indicated. After 48 hours, cells were harvested for protein and RNA analysis, and supernatants were collected for glycerol and FFA determination.

### Free fatty acid and glycerol measurements

Collected media of electroporated cells were centrifuged at 12,000 g for 5 min and supernatants were transferred to new tubes. FFA and glycerol contents were measured using commercial kits (from Wako (#NEFA-HR(2)) and Thermo Scientific (#TR22421), respectively) according to the manufacturer’s protocol. Concentrations were derived from standard values/curves and related to the amount of protein in the same well as determined with BCA assay (#23227, Pierce). Finally, values were related to the empty vector control measurements to obtain relative glycerol/FFA release in per cent.

### Lipogenesis assay

C3H10T1/2 adipocytes were incubated overnight with medium (no-glucose DMEM, 10% FBS, 50 μg/mL streptomycin, 50 units/mL penicillin) supplemented with 0.5 g/L glucose and 0.1 μCi D[^14^C(U)]-glucose/ml (ARC). Cells were washed three times with ice-cold PBS before cellular lipids were extracted with hexane/isopropanol (3:2, vol). The incorporated radioactivity in the organic phase was determined by liquid scintillation counting. Counted values were corrected by protein content.

### Western blot analysis

Western blot analysis was performed as we described previously [95] with the following changes: SDS-lysis buffer was supplemented with phosphatase inhibitor (PhosStop, Roche) to reduce changes in phosphorylation states, a 4-12% Bis-Tris gel (Life Technologies) was used and 40 μg protein was loaded per lane. Antibodies used: α-Ddit4 (# 10638-1-AP, ProteinTech Europe), α-S6K1 (#9202, Cell Signaling), α-phospho S6K1 (Thr389) (#9206, Cell Signaling). For tissue western blot 70 μg of protein was loaded. The following antibodies were used to detect loading controls: β-actin (#A5316, Sigma) for WAT and LIV and β-tubulin (#T5201, Sigma) for SM. Detection was performed using ECL prime substrate from GE Healthcare. Before reprobing blots were stripped with Restore WB stripping buffer from Pierce.

### Statistical analyses

To determine statistical significance in time series measurements a 2-way ANOVA was used followed by a Bonferroni posttest to determine significant differences for the single time points. For comparative qPCR measurements upon Ddit4 overexpression and Nutlin-3 treatment a two-tailed, unpaired student’s t-test was used and for FFA, glycerol and lipogenesis measurements a one-sample t-test. A p < 0.05 was considered as statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001). qPCR time series measurements and bar graphs are shown as average ± SEM from independent experiments (sample size as indicated in figure legends). Significance computation in the microarray data was performed using a two-way ANOVA model with a Benjamini-Hochberg’s false discovery rate (FDR) to correct for multiple testing. In this study, transcripts with an FDR5 and >1.3-fold difference were considered as differentially expressed between fasted and fed groups. For DAVID analyses GO terms and KEGG pathways were considered as significantly enriched if the Benjamini-Hochberg’s corrected p-value was <0.05 [43]. Significant enrichment of gene lists in transcription factors, cofactors, and chromatin remodelers was tested with a Chi-square test with Yate’s correction (http://graphpad.com/quickcalcs/contingency1.cfm).

## Abbreviations

WAT: Epididymal white adipose tissue; LIV: Liver; SM: Skeletal muscle; NEFA: Non-esterified fatty acids; GNG: Gluconeogenesis; GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; Ppara: Peroxisome proliferator activated receptor alpha; Ppargc1a: Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha; Fgf21: Fibroblast growth factor 21; Pck1: Phosphoenolpyruvate carboxykinase 1; G6pc: Glucose-6-phosphatase, catalytic; Hmgcs2: 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2; Gyk: Glycerol kinase; Pcx: Pyruvate carboxylase; Irf4: interferon regulatory factor 4; Zim1: Zinc finger, imprinted 1; Peg3: Paternally expressed 3; Cdkn1a: Cyclin-dependent kinase inhibitor 1A; Lpin1: Lipin1; Sesn1/2: Sestrin 1/2; Srebf1/2: Sterol regulatory element binding transcription factor 1/2; Acss2: Acyl-CoA synthetase short-chain family member 2; Acaca: Acetyl-Coenzyme A carboxylase alpha; Fasn: Fatty acid synthase; Scd1/2: Stearoyl-Coenzyme A desaturase 1/2; Ddit4: DNA-damage-inducible transcript 4; Cebpd: CCAAT/enhancer binding protein, delta; Per1: Period homolog 1; Pparg2: Peroxisome proliferator activated receptor gamma 2; ATGL: Adipose triglyceride lipase; HSL: Hormone-sensitive lipase; Plin1: Perilipin 1; S6K1: Ribosomal protein S6 kinase, polypeptide 1; mTORC1: Mechanistic target of rapamycin complex 1; Dex: Dexamethasone; Rapa: Rapamycin.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AP conceptualized and wrote the manuscript, performed the cell culture experiments, and analyzed the microarray and qPCR data; MS designed and performed mouse experiments, carried out gene expression studies and metabolite measurements, and contributed to the writing of the manuscript; ERB performed mouse experiments and carried out gene expression studies and metabolite measurements; ARP performed mouse experiments; HJP performed the lipogenesis assay; MAL designed experiments, interpreted data, and contributed to the writing of the manuscript; FC and DB conceived and performed the microarray experiments and qPCR validations; SR analyzed data; JGB designed experiments and assisted in writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Lists of probes expressed more than 1.3-fold with an FDR5 for each of the three tissues; p-value given is corrected for multiple testing. Click here for file

Additional file 2 Detailed results of the functional clustering by DAVID including terms/pathways contributing to each cluster; Lists of genes up- and downregulated by 24 hours of fasting in WAT where submitted separately and resulting clusters are listed in separate tabs. Click here for file

Additional file 3 Annotation of genes regulated in fasting WAT according to AnimalTFDB; Results of GSEA analysis testing for enrichment in AnimalTFDB categories (sub-categories of transcription factors (TF), cofactor (CoF), chromatin remodelers (ChrRem)); Manual mapping of differentially expressed WAT genes in the AnimalTFDB categories TF, CoF, and ChrRem; GSEA results for gene sets enriched in up- or downregulated genes (by fasting in WAT) using c2 and c5 (MSigDB) modules as gene sets. Click here for file

Additional file 4 Metacore analysis focusing on networks overrepresented in the common list reveals the p53 node as the second highest scoring network hub. Click here for file

Additional file 5 Metacore pathway analysis on Affymetrix-probes regulated commonly by fasting in WAT, LIV, and SM yields Srebp-regulated pathways as 2 top-scoring entities. Click here for file

Additional file 6 DAVID mapping to GO_BP_FAT of up- or downregulated genes for WAT, LIV, and SM; only significant terms are depicted. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

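Gene expression was measured on Affymetrix Mouse Gene 1.1 ST arrays in epididymal WAT, LIV and SM of 5 mice fasted for 24 h and 5 fed mice, 1 array per mouse and tissue, 30 arrays in all. The log2 values deposited by the authors were used as given: the authors made them from the scanned intensities by RMA, with background correction, quantile normalization and median polish of the probes of each probe set. The table holds 28815 probe sets and the 30 arrays, and 0 of its columns lacked a sample. Its values were checked for their range, for equal distributions across arrays and for identical arrays, of which there were 0. The distributions of probe set values were not equal, with array medians from 4.915 (fasted liver 4) to 5.156 (fed WAT 3). Intensities before normalization were not used here, so background and total signal per array are not analysed here.

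Probe sets were assigned to genes with the platform annotation: 21153 name 1 gene symbol, 1867 several, and 5795 are not listed. Symbols were compared with a RefSeq annotation of the mouse genome, and 0 were updated. Each gene was represented by its probe set of highest mean over the arrays among those that name 1 gene, which gave 18781 genes. The arrays fed liver 4 and fasted muscle 5 were left out, the set of 28 arrays that yields the fold changes the authors list. The paper's text names another fasted muscle array, number 1, and that set was run as an alternative.

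A linear model with 1 mean for each of the 6 groups was fitted to all probe sets with limma 3.58.1 in R 4.3.3, with variances moderated by empirical Bayes (prior degrees of freedom 4.24). Contrasts were fasted minus fed within each tissue and the differences of these changes between tissues. The p of each contrast was adjusted by the method of Benjamini and Hochberg over all probe sets, and a probe set was called at an adjusted p under 0.05 and a change of at least 1.3-fold. Each group holds 4 or 5 arrays, which limits the precision. A total of 52 lists was fixed (pathways, families of transcription factors, target lists of single regulators, cell type markers and the gene sets of the paper's figures), and the 50 with at least 3 measured genes were tested with camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry. Their p was adjusted over the lists of a contrast, and calls of members were also adjusted over the list alone. Overlap of lists with the genes changed in all 3 tissues was tested with Fisher's exact test over the 18781 genes. The list of 67 genes of the KEGG p53 signaling pathway was written from memory. Clustering, principal components, figures and exact tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

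Genes were named by a rule: in each tissue, the 8 largest rises and the 8 largest falls among called genes whose fasted and fed arrays do not overlap; the genes the paper names for the arrays and in Figures 4D to 4F; up to 4 called members of each list with the largest changes, or the 2 largest where none was called; the 5 highest and 5 lowest genes by mean change among those changed the same way in all 3 tissues; and genes called in opposite directions in 2 tissues. A gene named outside this rule is said to have been chosen after its value was seen. Values in the paper's tables, figures and additional files had been seen when the rule and the lists were written.

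The procedure was tested on simulated data with the measured spread and added changes of 1.5-fold, 2-fold and 3-fold, of which it called 61 of 67, 67 of 67 and 66 of 66 in WAT. Alternatives were all 30 arrays, fasted muscle 1 left out in place of fasted muscle 5, all 30 arrays with array weights, a model without moderated variances, each tissue fitted on its own, a block for the mouse number within tissue, the mouse as a random block, no dim probe sets, probe sets with 1 gene symbol, cyclic loess within tissues, no minimum fold, a minimum of 1.5-fold, a false discovery rate of 1%, the average of a gene's probe sets, another background for the p53 enrichment (genes above the median level), and the removal of each array in turn. Added after the data were seen were a set of 29 arrays without fed liver 4 and the values of single muscle genes with marker means as covariates. To test grouping by chance, 100 splits of the arrays into groups of the same sizes were fitted. The quantitative PCR, cell culture and blood measurements of the paper were not analysed here.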

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

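All tests of the array patterns below were chosen after the arrays had been seen to stand apart, whereas the 3 tests of fibre type, fat and atrophy in muscle were written beforehand, apart from their reading for single genes. Of 240 groups of 4 or 5 arrays tested for 1 array far from the rest, 17 had one, and chance marks about 1 in 20 groups.

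Fasted muscle 5 had a mean correlation of 0.9803 with its group, the nearest other array 0.9907, and a mean of lymphocyte markers of 7.991, the nearest other 4.233. All 9 lymphocyte markers were higher on it than on every other muscle array, which is consistent with lymph node tissue in the sample. Its red cell markers had a mean of 4.769, below the other muscle arrays (5.108 to 5.674), so no excess of red cells was seen. This mean rests on 2 genes, of which Alas2 itself changed with fasting in SM (0.61), so blood is not excluded as the source. A rise of lymphocyte markers with fasting is excluded, since 0 of the other fasted muscles had a marker mean above every fed muscle. Lymph node tissue remains open as the source of its further differences, for which no test was run.

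Fed liver 4 stood apart from the fed livers. Its probe sets of small nucleolar RNA were higher than in the other fed livers by a median of 0.747, against at most 0.432 on any other liver array, which is consistent with a different RNA composition of that sample. A fasted liver carrying a fed label is excluded: on the line from the other fed livers (0) to the fasted ones (1) it lay at 0.238, within the range of the other fed livers (−0.083 to 0.428) and below the fasted ones (0.744 to 1.036). A larger share of the cell types with a marker list is excluded as the source, since none of the 12 lists exceeded the highest other liver array by more than 0.146, whereas cell types without a list, such as bile duct cells, were not tested. Why the small nucleolar RNA was higher was not tested.

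Muscle samples differed in their slow fibre and fat markers, so fibre type and fat were tested as sources of the 3420 probe sets called in SM. With the mean of slow fibre markers as a covariate, 94.4% of them stayed called the same way, and with the mean of adipocyte markers 85.1%, so neither can be the source of most of the calls. For the remaining part they stay open, as for Scd1, whose fall in SM went from 0.76 (standard error 0.17) to 0.36 (0.079), under 1.3-fold, and for Sqle, from 0.82 (0.23) to 0.66 (0.25), with the adipocyte covariate. All 20 muscle atrophy genes were up with the slow fibre covariate, which is consistent with a response of the muscle to fasting. Of the 20, 6 had been seen to rise in Table 2 when this test was written, so it was not blind to them.

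Other arrays apart from their group were, with the nearest other array in brackets: fasted liver 4 in its mean correlation (0.993 [0.9951]), and in Peg3 (8.107 [7.822]) and Scd2 (5.877 [6.324]). Fasted WAT 4 had a mean of adipocyte markers of 11.354 [11.64], and fasted WAT 3 a mean of Schwann cell markers of 3.831 [3.621]. Fasted muscle 3 had a mean of mesothelial markers of 4.964 [4.341] and of epididymal epithelium markers of 5.359 [3.515]. On it, Lcn8 (8.113), Lcn9 (6.551), Gpx5 (6.523) and Adam7 (5.622) lay far above the other muscle arrays (at most 3.754, 3.541, 3.469 and 2.923). Adam28, Cst11 and Rnase10 were also highest there, and Lcn5 and Lcn6 were not. This sample thus held transcripts of epididymal epithelium. The array was kept, and its removal was among the settings that leave out each array in turn. Among genes, the values were 7.233 [6.739] for Zim1 on fed muscle 3, 8.188 [8.066] for Klf4 on fasted WAT 2, 8.843 [9.357] for Srebf1 on fed WAT 4 and 10.369 [10.7] for Acaca on fasted WAT 5. Scd1 was 13.128 [12.92] on fed WAT 5 and 10.514 [11.12] on fasted muscle 4, Scd2 8.196 [7.282] on fasted muscle 1 and Fgf21 3.835 [4.044] on fed muscle 1.

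Changes differed between tissues for these genes of the paper, by the test of the difference. For the change in WAT minus that in LIV, minus that in SM, and for SM minus LIV, in this order, they were 0.82, −1.17 and 1.99 for Ddit4, −2.34, −1.13 and −1.20 for Cdkn1a, 0.56, −1.34 and 1.90 for Cebpd, 4.32, 3.09 and 1.24 for Zim1, and 0.86, −1.20 and 2.06 for Sesn1. WAT differed from LIV and from SM for Irf4 (3.78 and 3.27), Peg3 (1.26 and 1.53), Klf4 (0.79 and 0.70), Sesn2 (0.54 and 0.61) and Scd2 (−2.42 and −2.02). LIV differed from WAT and from SM (WAT minus LIV, SM minus LIV) for Klf9 (0.42 and 0.53), Lpin1 (−0.65 and −0.85), Pcx (−0.67 and −0.41) and Fgf21 (−0.88 and −1.22). Group means of Fgf21 outside fasted LIV (3.89 to 4.21) and of Zim1 and Irf4 in LIV (3.96 to 4.09) were no higher than those of muscle fibre markers on most liver arrays, so a fall there could not be seen and the sizes of these differences are uncertain. SM differed from WAT and from LIV (WAT minus SM, SM minus LIV) for Ppargc1a (1.06 and −1.55), Srebf1 (−0.95 and 1.30) and Acss2 (−1.42 and 1.24). For Scd1, WAT minus SM was 0.76. This size is uncertain, since Scd1 in WAT was as bright as albumin in liver and a fall at that level could be understated. For Ppara, SM minus LIV was −0.61.

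By the test of the difference, the mean change of 38 proteasome genes in WAT was lower than in LIV by 0.202 (a difference of −0.202) and lower than in SM by 0.314 (−0.314), and neither passed with an estimated correlation (adjusted p = 0.321 and adjusted p = 0.115). Of 22 interferon response genes 9 fell in WAT, 6 in LIV and 10 in SM (7, 4 and 5 over all 30 arrays), and of 28 extracellular matrix genes 12, 5 and 16 (11, 6 and 15), lists whose calls are lost with an estimated correlation (adjusted p = 0.252 to 0.390).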

How the results depend on the processing

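All settings compared here were chosen before their results were seen except the set of 29 arrays without fed liver 4, and the tests of other splits were chosen after the counts were known. Without a minimum fold, 7667 probe sets changed in WAT (4231 up and 3436 down), 3813 in LIV (2092 and 1721), 6516 in SM (3415 and 3101) and 12604 in at least 1 tissue, and 699 genes changed in all 3 tissues, 497 of them the same way. With a minimum of 1.5-fold these were 1643 (843 and 800), 825 (373 and 452), 1428 (791 and 637), 3274, 68 and 55. Both follow from the threshold itself. Under every other setting run on these counts, they stayed within 1.5 times of the reported ones.

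Leaving out each array in turn gave 3524 (without fasted WAT 4) to 4173 (without fasted WAT 5) probe sets in WAT (1817 to 2197 up, 1662 to 2020 down), 1671 (without fed liver 2) to 2218 (without fed liver 5) in LIV (811 to 950 up, 845 to 1268 down) and 3077 (without fasted muscle 4) to 3721 (without fasted muscle 2) in SM (1656 to 2010 up, 1421 to 1711 down). In at least 1 tissue it gave 6931 to 7477 probe sets, in all 3 tissues 168 to 203 genes and the same way in all 3 128 to 156. The enrichment of the KEGG p53 list in the shared genes passed under all settings, with 5 to 7 shared genes when an array was left out (largest p 0.0002264 by Fisher's exact test), 10 without a minimum fold and 3 with a minimum of 1.5-fold.

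Mouse numbers are the same in fed and fasted groups. A block for this number gave 3768 probe sets in WAT (3733 shared with the fit without it), 1948 in LIV (1598 shared) and 3311 in SM (3087 shared). After the group means were taken out, fed and fasted arrays of the same number correlated by −0.2517 to 0.05094 in WAT (0 of 5 best with their own number), −0.11 to 0.1499 in LIV (0 of 4) and −0.003508 to 0.1626 in SM (1 of 4), so they share only a number. The mouse as a random block across its tissues (consensus correlation 0.027) changed no call of a named gene. This block assumes that a number stands for the same mouse in each tissue, whereas the labels give only a replicate number. Between tissues of fed mice, 2 of 4 numbers matched best for WAT with LIV, 2 of 5 for WAT with SM and 0 of 4 for LIV with SM. In fasted mice these were 3 of 5, 3 of 4 and 3 of 4. Correlations of the same number between tissues were at most 0.1771, and whether a number stands for the same mouse was not tested further.

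Over the named genes in the 3 tissues, 1013 gene and tissue results had the same call over all 30 arrays, 34 lost it and 9 gained one. With fasted muscle 1 left out in place of fasted muscle 5, 29 lost and 9 gained a call, with array weights 8 and 4, with each tissue fitted on its own 26 and 11, with the block for the mouse number 19 and 13, with loess 7 and 10, without moderation 15 and 0, with the average of probe sets 3 and 2, at a false discovery rate of 1% 39 and 0, with the added set of 29 arrays 26 and 3, and without dim probe sets, where dim genes have no value, 0 and 5. When arrays were left out in turn, 29232 results kept their call, 226 lost it and 110 gained one. Of 150 list tests, 48 lost their call with an estimated correlation and none gained one, while fry ended 3 and added 21, and all 30 arrays ended 2 and added 4. Leaving out dim probe sets ended 8 and added 1, and the block for the mouse number ended 4 and added 1. No setting turned the direction of a called gene or list. Loess within tissues lowered the share of called probe sets that rose from 52.6% to 46.4% in WAT and from 47.6% to 40.8% in LIV, so the balance of rises and falls depends on the scaling.

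In 100 splits of the arrays into groups of the same sizes, chance can be excluded for each count, since only 1 split, the real one, reached it. The real counts against the highest of the other splits were 3792 against 1130 (WAT), 1887 against 888 (LIV), 3420 against 2027 (SM), 7168 against 3787 (at least 1 tissue) and 191 against 4 (all 3 tissues). The 3 other splits with the most calls in at least 1 tissue exchanged 1 fed array with the fasted ones, so they stay close to the real grouping. Signal over background per array was not analysed here, since the values had been normalized, and dim probe sets were left out as 1 of the settings instead.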

Differences from the paper's values

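No value of the 57 compared differed from the paper's by more than its error or 1.5 times, at the paper's thresholds. The fold changes come from the authors' own values on the arrays that yield their listed changes, so their match tests little. Counts were held only to the limit of 1.5 times and are not equal to the paper's, as for probe sets up in WAT (1996 here) and shared genes (191 here). The following statements differ from the values here.

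The paper names fasted muscle 1 as the muscle array left out. Here, fold changes without fasted muscle 5 match those of Additional file 1 (median difference 3.131e-06 over 1109 probe sets) and those without fasted muscle 1 do not (0.0595), and the column labels of Fig. 2B lack fasted muscle 5.

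The paper lists Ppargc1a among genes upregulated in WAT. Here it changed by 0.39 there (adjusted p = 0.108) and was called without fasted WAT 1 (0.52, adjusted p = 0.0295) or fasted WAT 2 (0.53, adjusted p = 0.0213), while the rise in LIV and the fall in SM match the paper.

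The paper names Acss2, Acaca, Fasn, Scd1 and Scd2 as downregulated by fasting, without stating in which tissues. Of the 7 genes of Fig. 4E, 6 fell in WAT, 6 in LIV and 4 in SM, and each of the 5 named genes fell in at least 1 tissue, Fasn and Scd2 in all 3. Scd1 was not called in WAT (0.00) or LIV (−0.27) under any setting. On fed WAT 5 it read 13.13, as high as albumin on fed liver 5 (13.06), so a fall in WAT could be understated. Acss2 was not called in SM (−0.13) under any setting run. Acaca in SM (−0.46, adjusted p = 0.0537) was called with all 30 arrays (−0.48, adjusted p = 0.0306), array weights (adjusted p = 0.0361) and loess (adjusted p = 0.0357). It was also called with a block for the mouse number (adjusted p = 0.0348) and with fasted muscle 1 left out in place of fasted muscle 5 (adjusted p = 0.0327). The same held with no dim probe sets (adjusted p = 0.0313) and probe sets with 1 symbol (adjusted p = 0.0449), and without fed muscle 4, fed muscle 5, fed WAT 2 or fed WAT 4. The set of 29 arrays added after the values were seen called it too (adjusted p = 0.0291). With the mean of the adipocyte markers as a covariate it was not called (−0.17, adjusted p = 0.484), and with that of the slow fibre markers it was (−0.60, adjusted p = 0.00316).

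The paper reports apoptosis among the functions of genes upregulated in WAT. On a list of 39 apoptosis genes fixed here, which is not the paper's gene ontology term, 6 rose and 7 fell in WAT (6 and 6 over all 30 arrays).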

Other observations

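The tests of whole lists were set beforehand, and the 2 tests of glucocorticoid and p53 targets outside the shared genes were chosen after the shared genes were known. Table 2 had been seen when the lists were written. It holds 6 of the 20 muscle atrophy genes, all up in SM there, and 8 of the 22 glucocorticoid targets. Of the 22 interferon response genes it holds Gbp2 and Gbp3, and its row Gbp6 carries the fold changes of Gbp7 here (−1.87, −1.68 and −1.48 in WAT, LIV and SM). It also holds 3 of the 28 matrix genes and 3 of the 21 Atf4 targets. Of the 37 direct p53 targets it holds 3, and of each other list below at most 2. The paper also names Sesn1, another of the atrophy genes, as up in SM. All 20 measured muscle atrophy genes rose in fasted SM (20 up adjusted over the list alone; median 1.21, adjusted p = 1.87e-28 for the list), among them Trim63, a ubiquitin ligase of myofibrils, from 10.68 ± 0.20 (SD, n = 5) to 12.58 ± 0.11 (SD, n = 4) (change 1.90, standard error 0.11, adjusted p = 7.93e-13), and Fbxo32, a ubiquitin ligase subunit (1.23, standard error 0.12, adjusted p = 7.75e-09). Of 24 Foxo targets, 17 rose, none fell and 7 did not pass (17 up and 0 down adjusted over the list alone; median 0.56, adjusted p = 2.28e-12 for the list). The factors Foxo1 (1.28) and Foxo3 (1.19) rose themselves. Of 28 autophagy genes, 10 rose, 2 fell and 16 did not pass (10 up and 2 down adjusted over the list alone; median 0.27, adjusted p = 0.000249 for the list, adjusted p = 0.127 with an estimated correlation, and 9 up and 2 down over all 30 arrays), with the lipidated autophagosome protein gene Gabarapl1 (1.72, standard error 0.08, adjusted p = 1.97e-14) and the kinase gene Ulk1 (1.22, standard error 0.08, adjusted p = 6.09e-12) up. Of 38 proteasome genes, 10 rose, 2 fell and 26 did not pass (10 up and 2 down adjusted over the list alone; median 0.21, adjusted p = 2.52e-06 for the list, adjusted p = 0.147 with an estimated correlation, and 9 up and 0 down over all 30 arrays), with Psmd11, a subunit of the regulatory particle (0.79, standard error 0.06, adjusted p = 1.54e-10). In WAT, 6 of the 38 fell (5 over all 30 arrays) and none rose (median −0.081, adjusted p = 0.0108 for the list, adjusted p = 0.384 with an estimated correlation), a mean difference of −0.314 between WAT and SM (adjusted p = 6.83e-10, and adjusted p = 0.115 with an estimated correlation) and of −0.202 between WAT and LIV (adjusted p = 0.000129, and adjusted p = 0.321 with an estimated correlation). Of the 20 muscle atrophy genes, 11 also rose in WAT (adjusted p = 1.78e-07, adjusted p = 0.0600 with an estimated correlation) and 9 in LIV (adjusted p = 3.48e-08).

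In fasted LIV, targets of Ppara and enzymes of fatty acid oxidation rose. Of 19 Ppara targets, 14 rose, none fell and 5 did not pass (14 up and 0 down adjusted over the list alone; median 0.73, adjusted p = 1.01e-15 for the list), and of 19 genes of fatty acid oxidation, 11 rose, none fell and 8 did not pass (11 up and 0 down adjusted over the list alone; median 0.44, adjusted p = 1.62e-11 for the list, and 10 up and 0 down over all 30 arrays). Acot1, an acyl-CoA thioesterase (1.93, standard error 0.12, adjusted p = 1.00e-11), Cyp4a31, a fatty acid hydroxylase (1.80, standard error 0.12, adjusted p = 2.06e-11), Plin5, which ties lipid droplets to mitochondria (1.46, standard error 0.09, adjusted p = 1.02e-11), and Cpt1a, which lets fatty acids into mitochondria (0.65, standard error 0.08, adjusted p = 2.61e-06), were among them. Of 12 genes of gluconeogenesis and ketogenesis, 4 rose, none fell and 8 did not pass (4 up and 0 down adjusted over the list alone; median 0.32, adjusted p = 5.73e-05 for the list), with the glucose-6-phosphate transporter gene Slc37a4 up (0.95, standard error 0.06, adjusted p = 1.60e-11). Of the liver genes of Fig. 1, Fgf21 (probe set 10563344), a fasting hormone, rose from 4.09 ± 0.09 (SD, n = 4) to 5.16 ± 0.42 (SD, n = 5) (change 1.07, standard error 0.13, adjusted p = 1.61e-06). Its fed mean was no higher than that of muscle fibre markers on most liver arrays, so the size of this rise is a lower bound. Ppara rose by 0.41 (adjusted p = 0.00588), a call lost with a block for the mouse number (adjusted p = 0.0517) and without fasted liver 4 (0.37). Pck1 was 11.98 ± 0.08 (SD, n = 4) and 12.43 ± 0.03 (SD, n = 5) (0.45, adjusted p = 0.392), and was called with LIV fitted on its own (adjusted p = 0.000575). G6pc changed by 0.01 (adjusted p = 0.971) and Pcx by 0.28 (adjusted p = 0.00781), under 1.3-fold.

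Of 22 interferon response genes, none rose, 9 fell and 13 did not pass (0 up and 9 down adjusted over the list alone; median −0.28, adjusted p = 1.30e-05 for the list, adjusted p = 0.252 with an estimated correlation, and 0 up and 7 down over all 30 arrays) in WAT, none rose, 6 fell and 16 did not pass (0 up and 7 down adjusted over the list alone; median −0.35, adjusted p = 1.45e-05 for the list, adjusted p = 0.320 with an estimated correlation, and 0 up and 4 down over all 30 arrays) in LIV and none rose, 10 fell and 12 did not pass (0 up and 12 down adjusted over the list alone; median −0.38, adjusted p = 3.18e-05 for the list, adjusted p = 0.359 with an estimated correlation, and 0 up and 5 down over all 30 arrays) in SM. In SM the interferon list was not called over all 30 arrays (adjusted p = 0.0554). The guanylate-binding protein genes Gbp2 (−0.90, −0.75 and −0.81 in WAT, LIV and SM) and Gbp7 (−0.91, −0.75 and −0.57) fell in each. Of 28 matrix genes, 2 rose, 12 fell and 14 did not pass (2 up and 12 down adjusted over the list alone; median −0.25, adjusted p = 0.000407 for the list, adjusted p = 0.384 with an estimated correlation, and 2 up and 11 down over all 30 arrays) in WAT, none rose, 5 fell and 23 did not pass (0 up and 6 down adjusted over the list alone; median −0.21, adjusted p = 2.54e-05 for the list, adjusted p = 0.390 with an estimated correlation, and 0 up and 6 down over all 30 arrays) in LIV and 1 rose, 16 fell and 11 did not pass (1 up and 16 down adjusted over the list alone; median −0.43, adjusted p = 4.58e-07 for the list, adjusted p = 0.302 with an estimated correlation, and 1 up and 15 down over all 30 arrays) in SM, with the collagen gene Col3a1 at −0.76, −0.84 and −0.95, and the collagen chaperone gene Serpinh1 at −1.02, −0.60 and −0.82. Of 7 fibroblast markers, 2 fell and none rose in WAT, 1 rose and 1 fell in LIV (1 up and 2 down adjusted over the list alone), and 3 fell and none rose in SM (over all 30 arrays 1, 2 and 2 fell). Of 11 macrophage markers in LIV, none rose, 4 fell and 7 did not pass (0 up and 6 down adjusted over the list alone; median −0.39, adjusted p = 0.00165 for the list, adjusted p = 0.504 with an estimated correlation, and 0 up and 5 down over all 30 arrays), with Lyz2, a lysozyme (−0.89), and Adgre1, the F4/80 antigen (−0.78), down.

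Further lists gave the following values. In WAT, of 72 genes of the cytosolic ribosome 8 rose, none fell and 64 did not pass (8 up and 0 down adjusted over the list alone; median 0.17, adjusted p = 3.77e-08 for the list, adjusted p = 0.266 with an estimated correlation, and 5 up and 0 down over all 30 arrays), of 23 cell cycle genes none rose, 8 fell and 15 did not pass (0 up and 8 down adjusted over the list alone; median −0.23, adjusted p = 0.000505 for the list, adjusted p = 0.239 with an estimated correlation), and of 28 autophagy genes 8 rose, 2 fell and 18 did not pass (8 up and 2 down adjusted over the list alone; median 0.15, adjusted p = 0.00386 for the list, adjusted p = 0.199 with an estimated correlation). Triglyceride synthesis, with 12 genes, had 5 up and none down in LIV (adjusted p = 0.000363 for the list, adjusted p = 0.201 with an estimated correlation), and 3 up and 5 down in WAT (3 and 4 over all 30 arrays; adjusted p = 0.662; median 0.015, mean −0.20), where Dgat2, which makes triglycerides, fell (−1.65). Respiratory chain genes had none called in SM (1 down over all 30 arrays) and a median of −0.14 (adjusted p = 2.52e-06 for the list, adjusted p = 0.359 with an estimated correlation). Of 15 clock genes, 5 rose and 2 fell in WAT, 5 and 2 in LIV and 5 and 3 in SM (4 and 2, 5 and 2, and 4 and 4 over all 30 arrays). Of 21 Atf4 targets in SM, 9 rose, 1 fell and 11 did not pass (9 up and 3 down adjusted over the list alone; median 0.18, adjusted p = 0.00472 for the list, adjusted p = 0.173 with an estimated correlation).

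Ddit4, Cebpd, Per1 and Fkbp5 are known targets of the glucocorticoid receptor, and the paper reports higher serum corticosterone in its fasted mice. The shared genes may thus reflect glucocorticoids as well as p53. Of 22 glucocorticoid targets, 14 rose, 1 fell and 7 did not pass (15 up and 1 down adjusted over the list alone; median 0.72, adjusted p = 7.63e-11 for the list) in WAT, 10 rose, none fell and 12 did not pass (11 up and 0 down adjusted over the list alone; median 0.49, adjusted p = 7.49e-12 for the list) in LIV and 18 rose, none fell and 4 did not pass (18 up and 1 down adjusted over the list alone; median 0.96, adjusted p = 1.58e-14 for the list) in SM. To test each regulator on genes less tied to the pattern, the targets outside the 191 shared genes and Table 2 were tested. These are not free of it, since the additional files had also been seen when the lists were written. Leaving out the shared genes also removes targets because of their own change. All 3 direct p53 targets that rose in LIV (Cdkn1a, Sesn2 and Trp53inp1) were removed this way, so none could stay called up there. Of the 10 glucocorticoid targets that rose in LIV, 8 were removed. The paper names Sesn1, among the remaining p53 targets, as up in WAT and SM. It also names Klf9, among the remaining glucocorticoid targets, as up in WAT. The 14 remaining glucocorticoid targets were up against all other genes in 3 of 3 tissues (median 0.345, adjusted p = 3.15e-05 in WAT; 0.209, 0.00926 in LIV; 0.823, 2.63e-06 in SM), also with an estimated correlation (adjusted p = 0.00418, 0.0499 and 0.00227). Of these 14, 6 rose and 1 fell in WAT, 2 rose in LIV and 10 rose in SM. The 33 remaining direct p53 targets were up in 1 tissue, SM (median 0.223, adjusted p = 0.00554, and adjusted p = 0.0389 with an estimated correlation), with medians of 0.064 in WAT (adjusted p = 0.550) and 0.027 in LIV (adjusted p = 0.834), and 8 up and 3 down in WAT, none up and 1 down in LIV, and 8 up and 2 down in SM. The glucocorticoid list, up in 3 of 3 tissues, is what a glucocorticoid response would give. This stays a hypothesis that is least certain in LIV, where 2 of 14 were called. Among the 14, Pdk4 and Angptl4 are also on the list of Ppara targets, and Pdk4 on that of Foxo targets. A rise of these genes would not be specific to glucocorticoids. Activity of p53 in WAT and LIV stays open, since a list that does not pass does not exclude it. In LIV the choice of genes had also removed every p53 target that rose, so the test cannot decide there. Corticosterone and p53 protein were not analysed here, and Ddit4 is known as a target of both regulators.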
